# A Novel Non-Invasive Murine Model of Neonatal Hypoxic-Ischemic Encephalopathy Demonstrates Developmental Delay and Motor Deficits with Activation of Inflammatory Pathways in Monocytes

**DOI:** 10.3390/cells13181551

**Published:** 2024-09-14

**Authors:** Elise A. Lemanski, Bailey A. Collins, Andrew T. Ebenezer, Sudha Anilkumar, Victoria A. Langdon, Qi Zheng, Shanshan Ding, Karl Royden Franke, Jaclyn M. Schwarz, Elizabeth C. Wright-Jin

**Keywords:** hypoxic-ischemic encephalopathy, maternal immune activation, motor, development, microglia, macrophages

## Abstract

Neonatal hypoxic-ischemic encephalopathy (HIE) occurs in 1.5 per 1000 live births, leaving affected children with long-term motor and cognitive deficits. Few animal models of HIE incorporate maternal immune activation (MIA) despite the significant risk MIA poses to HIE incidence and diagnosis. Our non-invasive model of HIE pairs late gestation MIA with postnatal hypoxia. HIE pups exhibited a trend toward smaller overall brain size and delays in the ontogeny of several developmental milestones. In adulthood, HIE animals had reduced strength and gait deficits, but no difference in speed. Surprisingly, HIE animals performed better on the rotarod, an assessment of motor coordination. There was significant upregulation of inflammatory genes in microglia 24 h after hypoxia. Single-cell RNA sequencing (scRNAseq) revealed two microglia subclusters of interest following HIE. Pseudobulk analysis revealed increased microglia motility gene expression and upregulation of epigenetic machinery and neurodevelopmental genes in macrophages following HIE. No sex differences were found in any measures. These results support a two-hit noninvasive model pairing MIA and hypoxia as a model for HIE in humans. This model results in a milder phenotype compared to established HIE models; however, HIE is a clinically heterogeneous injury resulting in a variety of outcomes in humans. The pathways identified in our model of HIE may reveal novel targets for therapy for neonates with HIE.

## 1. Introduction

HIE is a common brain injury that affects infants born at term with an estimated incidence of 1–3 per 1000 births in developed countries and 26–30.6 per 1000 births in underdeveloped countries [1,2]. HIE can be caused by a myriad of birth complications including placental abruption, uterine rupture, cord prolapse, chorioamnionitis, and maternal hypotension. Ultimately, these factors lead to insufficient delivery of oxygen to the fetal brain, resulting in the risk of permanent brain injury. Children with severe HIE have a mortality rate of up to 50% and those who survive can have significant long-term neurologic deficits including cerebral palsy, epilepsy, and vision/hearing impairments [3,4]. Therapeutic hypothermia is the only effective therapy for HIE and involves cooling the infant to a temperature of 33.5 °C for 72 h [5]. Despite the success of this therapy in improving outcomes, up to 40% of neonates who receive this treatment still suffer brain injury and disability [5,6]. To be effective, therapeutic hypothermia must be initiated in the first 6 h of life. If clinical signs of hypoxia are missed, the infant can quickly move out of this narrow window for treatment [7]. This demonstrates the critical need for additional neurotherapeutics to mitigate brain injury and reduce lifelong disabilities following neonatal HIE.

One of the most prominent risk factors for HIE is inflammation. Forty to fifty percent of neonates affected by neonatal HIE are born to mothers with chorioamnionitis or clinical signs of this infection, such as fever and leukocytosis [8]. However, most preclinical models of HIE do not take inflammation into account [9]. MIA is a well-established model of inflammation that uses a peripheral injection of lipopolysaccharide (LPS) during gestation to elicit an immune response [10]. LPS is a bacterial cell-wall-derived endotoxin that binds to toll-like receptor 4 (TLR4) on immune cells to stimulate the production of immune molecules, including cytokines, in the dam [11]. This immune response is also triggered in the fetus by the transmission and production of cytokines through the placenta [10,12]. Although maternal infection is a known risk factor for developmental delays and disorders in humans, most cases of maternal infection or inflammation do not lead to these outcomes [13]. Therefore, it is hypothesized that maternal immune activation may have a priming effect that leads to increased susceptibility to environmental or genetic “second hits”, further increasing the risk of developing various CNS disorders [14,15] depending on the timing, severity, and type of cumulative stressors [16].

Our novel model of neonatal HIE, characterized here, combines MIA via systemic LPS injection in late gestation with a short but severe global hypoxia at postnatal day 6 (P6). Exposure to LPS during late pregnancy effectively simulates chorioamnionitis and is used in other models of this common pregnancy complication [17]. Utilizing MIA prior to hypoxia allows for the investigation of the interaction of etiologically relevant maternal, placental, and neonatal inflammatory factors that contribute to the complex brain injury of HIE around the time of birth. We excluded the carotid artery ligation used in the popular Rice–Vannucci model due to the substantial hemispheric ischemic damage that this model evokes. We sought to thoroughly characterize our model of HIE to investigate whether it recapitulates the outcomes and symptomatology present in humans. This characterization includes investigating the changes within microglia following injury, gross changes in brain volume 24 h following the second hit of hypoxia, determining whether this model leads to developmental delays in the neonatal period, and determining long-term deficits in motor and social function. These results help validate the proposed model and inform metrics to examine treatments tested within this model.

## 2. Materials and Methods

### 2.1. Mouse Strains

CF-1 mice were acquired from Charles River as timed pregnant dams. Mice had a 12 h light/dark cycle with free access to food and water. Determination of sex in neonatal mice less than 10 days old was achieved by genotyping for *Sry* using the following primers.

SRY F: TTG TCT AGA GAG CAT GGA GGG CCA TGT CAA.

SRY R: CCA CTC CTC TGT GAC ACT TTA GCC CTC CGA.

### 2.2. Maternal Immune Activation

Timed pregnant mice were injected with 50 micrograms/kg body weight lipopolysaccharide (LPS) or 0.05 mL 0.9% sterile saline via intraperitoneal injection on embryonic day 18 (E18). In mice, gestation typically lasts an average of 20 days, and E18 is equivalent to the third trimester in humans [18]. Dosing of LPS was determined via survival analysis of dams and litters with poor survival at higher doses.

### 2.3. Hypoxia Exposure

Adapted from [19]. P6 was selected as the time point for hypoxia administration due to poor animal survival at P7 and later time points. This time point was also selected due to its neurodevelopmental equivalency to late preterm gestation, as P7–P10 is considered the murine equivalent of term gestation in humans [20]. Mice were placed in a hypoxia chamber (Biospheryx, Parish, NY, USA) on a heated pad (37.2 °C) and subjected to 8 min of either progressive hypoxia from 21% to 0% oxygen or normoxia (21% oxygen) (Figure 1). After 8 min of hypoxia, the chamber door was opened to allow rapid recovery to 21% oxygen. Surviving mice were returned to their mother for further recovery. This procedure had a mortality rate of 7% (*n* = 43).

### 2.4. Neonatal Development Testing

On the day of birth (P0), the number of offspring was counted, and the pups were weighed. Litters were culled to a maximum of ten pups, and litters of less than six pups were excluded, to control for differences in behavior that could be attributed to litter size induced by the abortifacient effects of LPS (Supplemental Figure S1A). Beginning on P1, between two and four males and females from each litter were examined daily for the acquisition of typical developmental milestones and reflexes. Testing was performed at the same time each day. The pups from each litter were removed from the dam and kept on a heating pad at 37 °C to maintain a stable body temperature during testing. The means from the males and females from each litter were used for statistical comparisons to avoid litter effects. Testing for each reflex began three days prior to the typical onset of the behavior, when possible, and was performed until the response was observed for two consecutive days. Behavioral tests were adapted from [21] including eye opening, surface righting, negative geotaxis, rooting, forelimb grasp, auditory startle, open area traversal, and air righting. Hindlimb splay, an assessment of gross motor function and muscle tone, was additionally included. For this test, beginning on P5, each pup was suspended from its tail, and hind limb extension was observed. When the pup fully extended both hindlimbs to 45 degrees, this was recorded as the acquisition of hindlimb splay.

### 2.5. Adult Behavior

The following behavioral assessments were performed on adult mice beginning at P60.

Grip Strength. Mice were lowered to grab a triangular pull bar with their forelimbs on a grip strength meter (Columbus Instruments, Columbus, OH, USA) and were pulled backward by the tail until they lost their grip. Force in newtons applied to the bar before release was recorded across two trials and averaged.

Catwalk. Each mouse was placed on the platform on the CatWalk (Noldus, Leesburg, VA, USA) and the gait pattern of each mouse was captured videometrically and subsequently analyzed using the software package for the apparatus, Catwalk XT (Noldus, version 10.6). Three compliant trials with criteria of a minimum run duration of 0.5 s and a maximum run duration of 5 s were recorded per animal. Trials were additionally excluded if they did not meet the criteria of a minimum number of 10 consecutive steps per run, an average speed range from 30 to 90 cm/second, and a maximum speed variation of 40%, or if the animal stopped during the trial.

Rotarod. Mice were habituated to the apparatus in two 2 min sessions 2–3 h apart the day prior to testing at a constant speed of 4 rpm. On the day of testing, each mouse was placed onto a moving drum of a Rotarod Treadmill for Mice (Ugo Basile, Gemonio, Italy). The rotarod treadmill was set to accelerate progressively from 4 to 40 rpm over 300 s. The amount of time the mouse remained moving on the drum was recorded. Three trials were performed with a 15 min inter-trial interval.

Sociability. Mice were placed in a plexiglass box 48″ in length and 16″ in height separated into three smaller chambers. On day 1, the mouse was habituated to the apparatus. The mouse was placed in the middle chamber and left to explore the apparatus for 5 min. The mouse was then removed, and an object was added to the cage in a lateral chamber, and a species-, sex-, and age-matched novel mouse was added to the cage in the opposite chamber. The experimental mouse was then placed into the middle chamber and allowed to explore for 5 min. Sessions were video recorded, and the amount of time spent with the novel animal or the novel object was measured. Day 2 consisted of a social memory test. One chamber contained the familiar mouse from Day 1 and the other a new novel mouse. The experimental mouse was then placed into the center chamber and allowed to explore the apparatus for 5 min. Sessions were video recorded, and time spent with the novel or the familiar mouse was measured.

### 2.6. Structural MRI

Brains from a subset of offspring were collected on P7 for ex vivo MRI, 24 h after hypoxia. Animals exposed to maternal immune activation alone were included in this assessment to control for weight differences as animals born to LPS-exposed mothers weighed less than controls (Supplemental Figure S1B). MRI was performed with a Bruker Biospec 94/20 (Billerica, MA, USA) with a 9.4 Tesla magnet at the University of Delaware Center for Biomedical and Brain Imaging (CBBI). A T2-weighted 2D structural MRI was conducted on brains collected at P7. Manual segmentation was performed on structural scans using ITK-SNAP (v4.0.1) to determine the relative size of the hippocampus, dorsal striatum, and cortex. In adult brains, a T2-weighted 3D structural scan was conducted to identify if structural differences persist into adulthood. Structural MRI scans were manually segmented for regions of interest (ROIs).

### 2.7. Bulk RNAseq

Sequencing. Whole brains were collected from male and female pups one day following the second hit of hypoxia (P7) and dissociated into a single-cell solution using the Adult Brain Dissociation Kit and gentleMACS Octo Dissociator (Miltenyi Biotec, Gaithersburg, MD, USA). Microglia were enriched via magnetic CD11b-coated bead isolation (Miltenyi Biotec, Geithersburg, MD, USA). RNA was extracted and prepared by the Pediatric Genomics Laboratory at Nemours Children’s Health using the Illumina Stranded Total RNA Prep with Ribo Zero Plus. RNA sequencing was performed via Illumina NextSeq 500/550 High Output Kit v2.5 (300 cycles) conducted by the Pediatric Genomics Laboratory at Nemours Children’s Health (Wilmington, DE, USA).

Bioinformatic Analysis. Bulk RNAseq libraries were mapped to the GRCm39 genome assembly using Sentieon’s [22] accelerated version of the STAR [23] v2.7.10b algorithm. Gene counting was performed via RSEM [24] v1.3.1. Differential gene expression analysis was performed using edgeR (v3.40.2) [25] and DESeq2 (v0.38.3) [26] by taking a union of the results.

Gene set enrichment analysis. GSEA was performed using the GSEA and MSigDB software (v4.3.3) available as a joint project of UC San Diego and the Broad Institute [27]. GSEA Preranked analysis was performed using mouse hallmark gene sets [28] and the preranked expression from DEG log2FC results with an FDR-adjusted *p*-value < 0.05. Cutoffs of the nominal *p*-value of <0.001 and FDR < 0.05 were used for the inclusion of statistically relevant gene sets.

### 2.8. scRNAseq

Whole brains were collected from male and female pups two days (P8) and four days (P10) day following the second hit of hypoxia. ScRNAseq was performed by the creation of a single-cell solution using the GentleMACS brain dissociator (Miltenyi Biotec, Gaithersburg, MD, USA) and Adult Brain Dissociation Kit (Miltenyi Biotec, Gaithersburg, MD, USA). Cell viability was confirmed via trypan blue staining. Live and dead cells were counted using a hemocytometer at 10× magnification. The 10× Genomics Chromium Next GEM Single Cell 3′ Kit v3.1, Dual Index Kit TT Set A, Chromium Next GEM Chip G Single Cell Kit, and SPRIselect Reagent Kit were used for library creation. Sample and library quality control was achieved using Agilent High Sensitivity D5000 ScreenTape, D5000 Reagents, D5000 Ladder, and KAPA Universal Library Quantification Kit. Sequencing was achieved using Illumina NextSeq 2000 P3 Reagents (100 cycles). All scRNAseq libraries were sequenced on an Illumina NextSeq 2000 instrument (Illumina Inc, San Diego, CA, USA) at the Nemours Research Lab with a 2 × 150 paired-end (PE) read setting. Raw FASTQ read files were called using the Illumina Dragen software (v4.2.7).

All scRNAseq libraries were sequenced on an Illumina NextSeq 2000 instrument at the Nemours Research Lab with a 2 × 150 paired-end (PE) read setting. Raw FASTQ read files were called using the Illumina NextSeq 1000/2000 Control Software (v1.5.0).

### 2.9. scRNAseq Data Processing and Statistical Analysis

The scRNAseq dataset was processed using the 10Xgenomics Cell Ranger “count” pipeline (v7.1.0) designed for the 3′ Gene Expression analysis. In essence, this pipeline first generates barcode-embedded FASTQ files (“mkfastq”), then calculates single-cell level feature/barcode count matrix (“count”) for each sample, for which the Cell Ranger pre-built mm10-2020-A database (GENCODE vM23/Ensembl98) was used. All the scRNAseq count data were imported into an RStudio server at Nemours as R objects using the Seurat package (v5.1.0) [29,30], and subsequent statistical and visualization analyses were performed on the RStudio server using R packages such as Seurat (v5.1.0), DESeq2 (v1.34.0), and gprofiler2 (v0.2.3) [26,29,30,31]. To be specific, Seurat objects for all samples were merged into a single integrated object using the Seurat v5 integration procedure, and cell clusters were identified using the shared nearest neighbor (SNN) method based on the integrated data. To annotate the cell clusters, we downloaded known gene markers of potential cell types from brain tissues from the PanglaoDB and CellMarker 2.0 databases [32,33] (Supplementary File S1), then cross-examined the expression profiles of the marker genes in the cell clusters, so we can manually annotate Seurat identified cell clusters. Notably, a few cell clusters failed to be annotated using the known markers. For this unknown cluster, we identified conserved markers using the “FindConservedMarkers” function from Seurat and manually annotated them as endothelial cells based on prior knowledge of function associated with these gene markers. To identify subclusters for given cell types including microglia, macrophages, and T/B cells, we subset the original integrated dataset based on the cell type annotations, then performed sub-cluster analysis for each aforementioned cell type similarly as for the overall dataset. To identify differentially expressed genes (DE-genes) between different treatment conditions, we generated “pseudobulk” RNAseq objects from Seurat, where single-cell expression profiles from the same sample were aggregated, and further converted them into pseudobulk RNAseq datasets using the DESeq2 package. DE genes of various comparisons were identified by negative binomial models using the DESeq2 package [26]. To be specific, we used the following negative binomial model of “Count ~ Timepoint + Sex + Celltype + Treatment + Celltype:Treatment”, in which the individual terms were stepwise optimized with repeated Likelihood ratio tests using the nbinomLRT function from the DESeq2 package. Finally, the functional and pathway enrichment analysis was performed using the gost function from the gprofiler2 package [31].

### 2.10. Statistics

MRI. Statistical analyses were performed using GraphPad Prism (version 10.2.0). Two-way ANOVAs were used for analysis with HIE and sex as factors. When MIA was considered as a factor, a two-way ANOVA was initially performed and when no effect of sex was found, a one-way ANOVA was performed with Controls, MIA, and HIE as factor levels.

Behavior. Statistical analyses were performed using GraphPad Prism (version 10.2.0). Comparisons were made with two-way ANOVA using sex and HIE treatment as factors. For the acquisition of neonatal behaviors, males and females were averaged for each litter for a total of two data points per litter, as litter effects are particularly prominent in the neonatal period [21]. The data from individual animals were analyzed for adult behavior to capture the full variance of adult behavior. Data are shown as mean ± SEM, with individual data points included on graphs. *p* < 0.05 was considered statistically significant.

Rotarod. Statistical analysis was conducted on R (version 4.3.3). Data were not normally distributed due to a cutoff of 300 s. To take both latency and censorship into account across trials a Cox mixed-effects model *“coxme()”* was used. The model incorporated fixed effects of treatment and sex, random effects of trial and trial/treatment, and a nested factor of 1. We removed sex as a factor when no significant main effect or interaction with sex was found. A *p* value less than 0.05 was considered statistically significant.

## 3. Results

### 3.1. Non-Invasive Two-Hit Model of Neonatal HIE Produces Developmental Delays and Reduction in Brain Volume

Overall whole-brain volume did not show a significant difference on ex vivo MRI analysis at P7 (Figure 1A) (*F* (1, 12) = 0.0612, *p* = 0.0842, two-way ANOVA). However, when animals who received the single hit of MIA were included to help control for decreased weight due to MIA, there was a trend toward significance that appears to be driven by the two-hit HIE exposure (Supplemental Figure S1C, *F* (2, 18) = 3.270, *p* = 0.0615, one-way ANOVA). There were no significant differences in brain region volume when controlling for whole-brain size (Supplemental Figure S1C).

HIE animals had a significant delay in acquisition in five of the nine behavioral assessments (Statistics summarized in Table 1). There was a significant main effect in delay of acquisition for HIE animals compared to control animals in the following behaviors: rooting (Figure 2B), negative geotaxis (Figure 2C), hindlimb splay (Figure 2F), open area (Figure 2G), and air righting (Figure 2H). There were no differences in righting (Figure 2H), forelimb grasp (Figure 2E), auditory startle (Figure 2I), or eye opening (Figure 2J).

### 3.2. Non-Invasive Two-Hit Model of HIE Results in Adult Motor Deficits in Gait and Grip Strength

In the catwalk assessment, stride length, swing, and speed were chosen a priori as parameters for analysis. HIE animals exhibited shorter stride length in both forepaws (Figure 3A). They also exhibited a shorter swing in hindpaws (Figure 3B), but not forepaws (Figure 3B). Despite this difference in gait, they did not have any difference in overall body speed compared to controls (Figure 3C). HIE animals had a weaker grip strength compared to controls (Figure 3D), and females had a weaker grip strength compared to males. There was no interaction between HIE and sex. Catwalk and grip strength statistics are summarized in Table 2. Rotarod is a test of motor coordination and motor learning. HIE animals stayed on the rotarod significantly longer compared to controls (Figure 3E, Table 3). There were additionally no differences in either the three-chamber sociability test or the three-chamber social novelty test. (Supplemental Figure S2B).

### 3.3. Non-Invasive Two-Hit Model of HIE Produces Immediate Inflammatory Changes in Microglia

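Bulk RNA sequencing of the acute time point covered 4 HIE pups and 4 control pups of the outbred CF-1 strain. In the HIE group, the dam had received LPS, a bacterial product that activates the immune system, at 50 µg/kg on E18, and the pups had 8 min of hypoxia on P6. CD11b is a surface protein of microglia and other myeloid cells, and cells carrying it were enriched from each brain on magnetic beads. The sample labels give all 4 HIE pups as male and the controls as 2 males and 2 females. The 4 controls carry the days P8, P9, P10 and P11 in the labels, 1 pup each, whereas the paper gives P7 for every pup, and P7 is used here. Pups share name prefixes in pairs, N5 and N8 among the HIE pups and P6H63 and P6H55 among the controls. The paper's text does not define these prefixes, and animals with the same prefix are called a litter here. Each litter belongs to 1 treatment group, so the data hold no comparison of treatments within a litter. On P7 all HIE names start with N and all control names with P6H. Treatment therefore coincides with this part of the name as well. Libraries were prepared from total RNA with strand information after removal of ribosomal RNA. The authors mapped the reads to GRCm39 with STAR and estimated the number of reads per gene with RSEM, which divides reads that match several genes among those genes. They deposited these expected counts without normalization, and the counts were rounded to whole numbers here. Total counts lay between 73617532 and 79571088 in the HIE pups (median 76255974) and between 70191584 and 83469067 in the controls (median 73180402). At these depths, 3 counts, taken as the smallest level that can be told from 0, equalled 0.0359 to 0.0427 CPM, the unit of counts scaled to a common library size. Counting error alone enters this floor, since PCR copies of a molecule are not independent. Of the 56691 genes in the files, 22517 passed edgeR's filter on low counts and were tested with edgeR's quasi-likelihood test after TMM normalization. TMM factors, which adjust for differences in RNA composition, were 0.905 to 0.944 in the HIE pups, 1.22 and 1.17 in the P6H63 controls and 0.972 and 0.988 in the P6H55 controls. DESeq2's Wald test was run on the same genes. P-values were adjusted over all tested genes with the Benjamini-Hochberg method, and the standard error (SE) of each log2 fold change was derived from edgeR's F statistic. Gene positions are those of the GENCODE annotation of GRCm39.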

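The cell content of the CD11b+ preparations was compared with lists of marker genes. The score of a list in 1 animal was the mean log2 CPM of the list's genes, with a prior count of 2. For 16 microglia markers of Supplemental File S1, among them P2ry12, Tmem119 and Cx3cr1, the score was 9.40 ± 0.10 (SD, n = 4) in HIE pups and 7.56 ± 1.75 (SD, n = 4) in controls. Every HIE pup was above every control (two-sided exact permutation test, p = 0.0286, adjusted p = 0.0858 over 15 marker lists). This is the smallest raw p that 4 animals against 4 allow. The 15 lists also hold sex-linked, X-inactivation escape and immediate early genes, and pineal genes of Figure 4A. These pineal genes were picked as higher in controls in these data, so their small p-value was set beforehand and lowers the adjusted values on P7. The spread among the controls followed the litter, with a mean score of 6.07 in P6H63 and 9.06 in P6H55, compared with 9.48 in N5 and 9.32 in N8. The P6H63 pups had higher mean scores than the P6H55 pups for markers of astrocytes (6.63 and 5.46), neurons (5.93 and 4.97) and endothelial cells (7.42 and 6.44). With 2 pups in each litter, no test between litters was made. Choroid plexus markers scored 4.85 ± 0.38 (SD, n = 4) in HIE pups and 6.26 ± 0.68 (SD, n = 4) in controls, and endothelial markers scored 6.11 ± 0.17 and 6.93 ± 0.58. For both lists every HIE pup was below every control, at the same raw and adjusted p by exact permutation. Astrocyte markers scored 5.24 ± 0.20 in HIE pups and 6.05 ± 0.71 in controls, and the groups overlapped (exact permutation test, p = 0.0571, adjusted p = 0.122). Immediate early genes, which tissue dissociation can induce, scored 9.64 ± 0.02 in HIE pups and 8.86 ± 0.74 in controls, with every HIE pup above every control.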

Microglia (CD11b+) cells were isolated from whole brains for 24 h following hypoxia on P7. 

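Between HIE and control pups on P7, edgeR's quasi-likelihood test called 15 genes at an adjusted p-value under 0.05. DESeq2 called 3024 genes at the same threshold, and all 15 were among them. Before adjustment, 6143 genes had a p-value under 0.05 in the quasi-likelihood test, and 1126 would be expected by chance. edgeR's exact test called 1311 genes, of which DESeq2 called 1291, and edgeR's likelihood ratio test called 1449, of which DESeq2 called 1426. Expression profiles of the HIE pups were closer to each other than those of the controls. Spearman's rho across genes, which are not independent replicates, was 0.987 to 0.991 between pairs of HIE pups and 0.931 to 0.989 between pairs of controls. The choice of controls moved the count of called genes most. With the P6H63 controls alone, a comparison chosen after seeing the data, the quasi-likelihood test called 13904 genes, and with the P6H55 controls alone it called 26.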

A total of 1335 genes were found to be differentially expressed with an FDR-adjusted *p*-value of less than 0.05 by both edgeR and DESeq2. 

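Of the 15 genes called on P7 by both edgeR's quasi-likelihood test and DESeq2, 5 were higher and 10 lower in HIE pups. With edgeR's exact test in its place, 170 of the genes called by both tools were higher and 1121 lower, and with the likelihood ratio test 184 were higher and 1242 lower. The smallest adjusted p-value was that of Siglece (ENSMUSG00000030474.10), which lies on chromosome 7 of GRCm39 from 43298405 to 43309607 and encodes a sialic acid-binding lectin. Its level was 17.2 ± 0.867 CPM (SD, n = 4) in HIE pups and 0.314 ± 0.0925 CPM (SD, n = 4) in controls, a log2 fold change of 5.73 (SE 0.234, adjusted p = 0.000131 from edgeR's quasi-likelihood test). Cwc22 (ENSMUSG00000027014.15), on chromosome 2 from 77711503 to 77776736, fell from 326 ± 138 CPM in controls to 28.9 ± 0.877 CPM in HIE pups (log2 fold change -3.53, SE 0.286, edgeR adjusted p = 0.00311). Its near-identical copy Cwc22rt6 had a log2 fold change of -6.56, and the copies Cwc22rt1, Cwc22rt2, Cwc22rt4, Cwc22rt5 and Cwc22rt7, which start on chromosome 2 between 83786037 and 83815087, each had -4.38. These last copies had identical counts in every animal, so the division of reads within the family is uncertain. The ribosomal protein pseudogenes Rps3a2 (chromosome 14 from 88360453 to 88361244) and Rps3a3 (chromosome 13 from 108807137 to 108807931) were also lower in HIE pups, with log2 fold changes of -4.45 and -4.52 (edgeR adjusted p = 0.000233 and 0.00068). Their reads could be shared with each other and with other copies of the gene. Acer2 was lower by a log2 fold change of -1.10 (SE 0.125, edgeR adjusted p = 0.0306). Slpi, Ly6e, Klf10 and the pseudogene Gm16589 were higher, with log2 fold changes of 2.71, 1.24, 0.68 and 3.16 and edgeR adjusted p-values of 0.0306, 0.0483, 0.0484 and 0.0164. Several of these genes also varied widely between animals of the same treatment on P14. The largest range of log2 CPM within 1 P14 group was 5.93 for Siglece, 4.41 for Cwc22, 5.61 for Rps3a2 and 9.81 for Rps3a3.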

Of those, 157 were upregulated and 1178 were downregulated (Figure 4). 

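Gene sets were tested by fgsea on 36183 genes ranked by DESeq2's log2 fold change between HIE and control pups on P7. The mouse hallmark collection was not used here. In its place stood 11 lists of 30 genes each, written for the themes named in Figure 4, and 15 Reactome sets supplied with fgsea. This test compares the positions of a list's genes in the ranking with those of random genes and does not permute animals. All 11 lists had a positive normalized enrichment score (NES), meaning higher expression in HIE pups, at an adjusted p-value under 0.05. The largest was 2.88 for the TNF and NF-κB response (fgsea adjusted p = 2.42e-10) and the smallest 1.65 for PI3K/AKT/mTOR signaling (fgsea adjusted p = 0.0122). Of the Reactome sets, 9 were higher and 2 lower in HIE pups. Among those higher were the Toll-like receptor cascades (NES 2.60, adjusted p = 1.6e-12), signaling by interleukins (NES 2.44, adjusted p = 1.9e-10) and the mitotic cell cycle (NES 2.00, adjusted p = 1.34e-15). The lower sets were visual phototransduction (NES -1.65, adjusted p = 0.00141) and the neuronal system (NES -1.26, adjusted p = 0.0483). For the innate immune system set fgsea returned no p-value. The choice of test moved these counts most. With limma's camera, which allows for correlation between genes across animals, 0 of the 11 lists and 0 of the 15 sets passed, and 0 of either had an unadjusted p-value under 0.05.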

A gene set enrichment analysis (GSEA) of mouse hallmark genes preranked by DEseq2 identified 15 significantly upregulated gene sets (FDR *q*-value < 0.05) (Table 4) and 4 downregulated gene sets (Supplemental Table S1). Several of the upregulated gene sets in microglia 24 h following hypoxia (P7) represent a classical proinflammatory profile within microglia (TNFα via NFκB, Interferon -α and -γ responses, IL6/JAK/STAT3 Signaling, Inflammatory Response, Complement, IL2/STAT5 Signaling, Figure 4B). 

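Scores of the proinflammatory lists on P7 were set side by side for single animals. The TNF and NF-κB list scored 6.27 ± 0.10 (SD, n = 4) in HIE pups and 4.94 ± 1.06 (SD, n = 4) in controls, a difference of 1.33, and every HIE pup was above every control (two-sided exact permutation test, p = 0.0286, adjusted p = 0.0698 over 11 lists). The same held for the interferon-alpha list (3.84 ± 0.17 in HIE pups and 3.29 ± 0.28 in controls) and for the IL6/JAK/STAT3 list (6.26 ± 0.07 and 5.38 ± 0.65). The interferon-gamma, inflammatory response and complement lists overlapped between the groups. Their differences were 0.75, 1.31 and 0.81, with exact permutation p-values of 0.0857, 0.0571 and 0.0571. Except for the interferon-alpha list, most of each difference came from the P6H63 controls. Relative to those controls alone, the score of the HIE pups was higher by 2.22 for the TNF and NF-κB list, 2.38 for the inflammatory response and 1.39 for complement, and relative to the P6H55 controls by 0.43, 0.25 and 0.23. The interferon-alpha list differed less between the litters, by 0.62 and 0.47. Subtracting each animal's microglia-marker score, an alternative chosen after seeing the data, turned the difference negative for all 6 lists, from -0.50 for the TNF and NF-κB list to -1.29 for interferon-alpha, since the marker score differed more between the groups than any list did. No list was made here for IL2/STAT5 signaling.

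**Figure D1:**
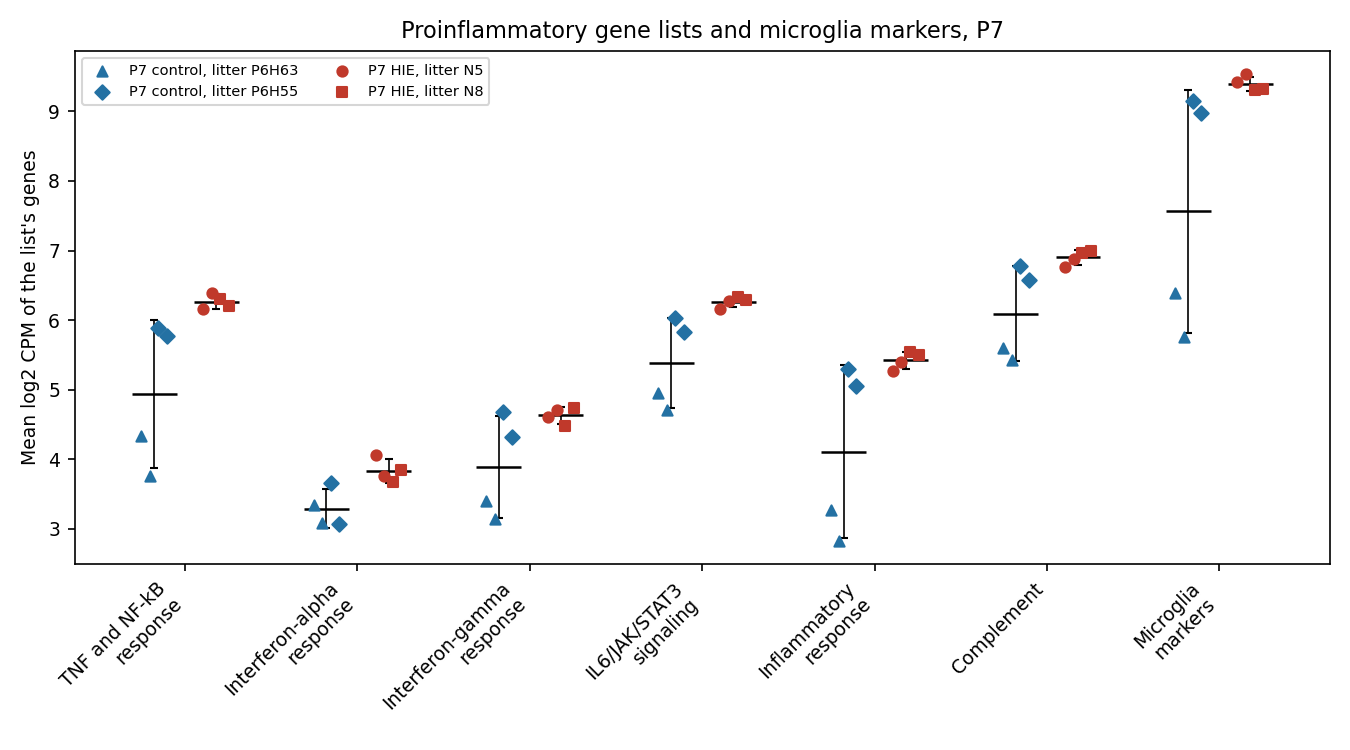
Score (mean log2 CPM of the genes) of the 6 proinflammatory lists and of the microglia markers on P7, with 1 point per animal (triangles P6H63 and diamonds P6H55 controls, circles N5 and squares N8 HIE pups), black lines for the group mean and bars for the SD. The control litters lie apart in every panel except interferon-alpha, where P6H63 lies within the range of P6H55, and the SD of the TNF and NF-κB list is 0.10 in HIE pups and 1.06 in controls.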

Other gene sets represent the upregulation of cellular proliferation (MYC Targets V1, MYC Targets V2, PI3K/AKT/mTOR Signaling, and E2F targets, Figure 4C), as well as DNA damage checkpoint (G2M checkpoint), and apoptosis (Figure 4D). 

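The lists for proliferation, the G2M checkpoint and apoptosis differed less between HIE and control pups on P7 than the TNF and NF-κB list. MYC targets scored 6.24 ± 0.05 (SD, n = 4) in HIE pups and 6.09 ± 0.11 (SD, n = 4) in controls, E2F targets 5.48 ± 0.09 and 5.28 ± 0.11, and PI3K/AKT/mTOR signaling 6.55 ± 0.05 and 6.24 ± 0.27. For these lists the groups overlapped, with exact permutation p-values of 0.0857, 0.0571 and 0.0571. The G2M checkpoint list scored 5.76 ± 0.08 in HIE pups and 5.50 ± 0.10 in controls, where 3 of 4 HIE pups were above all controls (exact permutation test, p = 0.0571). Apoptosis scored 5.03 ± 0.04 in HIE pups and 4.56 ± 0.31 in controls, and every HIE pup was above every control (exact permutation test, p = 0.0286). After adjustment over the 11 lists, these exact p-values were 0.0857 for MYC targets and 0.0698 for the others. The sign of differences of this size depended on the scaling, which moved all genes together. With CPM scaled by library size only, chosen after seeing the data, the difference was -0.09 for MYC targets and -0.03 for E2F targets, and it stayed positive at 0.03 for G2M, 0.09 for PI3K/AKT/mTOR and 0.24 for apoptosis. The median log2 fold change of all tested genes then moved from -0.08 to -0.29. The medians of MYC targets (-0.09), E2F targets (-0.011) and PI3K/AKT/mTOR signaling (-0.048) were negative but remained above that of all tested genes.

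**Figure D2:**
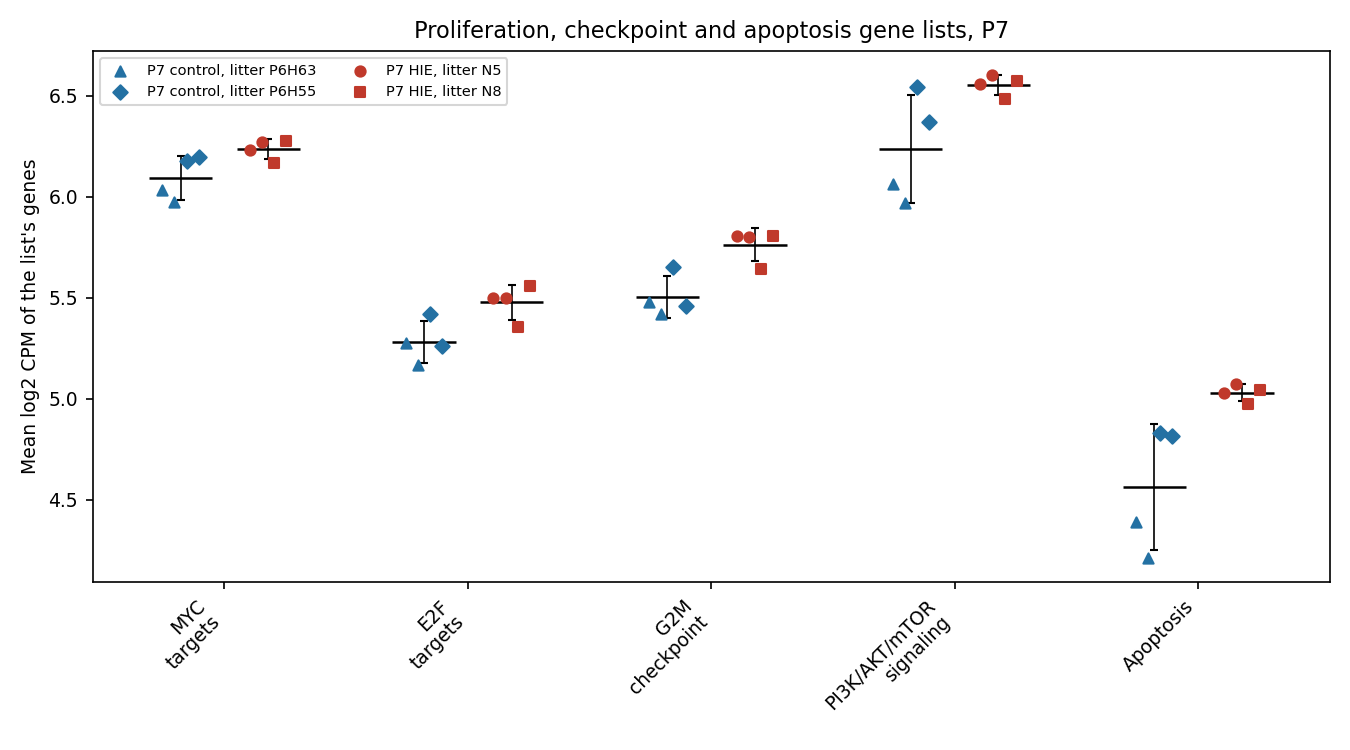
Score (mean log2 CPM of the genes, TMM normalization) of the MYC, E2F, PI3K/AKT/mTOR, G2M and apoptosis lists on P7, with 1 point per animal, symbols for the litters, black lines for the group mean and bars for the SD. The HIE mean is higher in each panel, by 0.14 for MYC targets and 0.47 for apoptosis, but with scaling by library size only, which lowers the median of all tested genes from -0.08 to -0.29, MYC and E2F targets are lower in HIE pups.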

A GSEA was performed on bulk RNAseq results from microglia isolated from whole brains collected 8 days following hypoxia (P14), and 215 genes were found to be differentially expressed with an FDR < 0.05 in both edgeR and DESeq2 (Supplemental Figure S3). 

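The P14 data held 4 HIE and 4 control animals, each group labelled as 2 males and 2 females. The paper's methods describe the preparation for P7, and the same preparation was assumed for P14. Counts were handled as on P7. The HIE animals came from the litters P4H1 and P6H12 and the controls from P4H4 and P6H8. For 1 animal of each HIE litter there were 2 libraries, whose counts differed far less from each other than other pairs of HIE animals did. Chi-square per gene was 6.66 and 12.4 for these pairs and 35.8 to 121 for the others, and Spearman's rho across genes was 0.997 and 0.996. Their counts were summed, and each animal was counted once. Total counts per library were 31810227 to 46404123 in the HIE group (median 36150767) and 29751540 to 39349011 in the controls (median 33982185), and across all P14 libraries 3 counts equalled 0.0646 to 0.101 CPM. Of 20935 genes tested, edgeR's quasi-likelihood test called 1 at an adjusted p-value under 0.05, which DESeq2 called as well. Before adjustment, 2066 genes had a p-value under 0.05, and 1047 would be expected by chance. DESeq2 alone called 490 genes. The count moved most, to 509, with DESeq2's filter tuned to 0.05, a setting chosen after seeing the data. edgeR's exact test called 236 genes, and 225 of these were called by DESeq2, 47 higher and 178 lower in HIE animals. The gene called by the quasi-likelihood test was Vps37b, on chromosome 5 from 124142013 to 124170429. Its level was 46.0 ± 6.57 CPM (SD, n = 4) in HIE animals and 116 ± 14.4 CPM (SD, n = 4) in controls (log2 fold change -1.36, SE 0.126, edgeR adjusted p = 0.0172). Next in rank was Abcb9, on the same chromosome from 124199593 to 124233903, with a log2 fold change of -1.30 (SE 0.149, edgeR adjusted p = 0.0596). Among genes higher in HIE animals, the smallest edgeR adjusted p-value was 0.222, shared by Zfp97 (log2 fold change 2.47), Tbc1d5 (0.60), Ahcyl (4.73), Ltbp4 (0.52) and Notch3 (0.52). The lower genes Gdpd3 (-2.11), Kcnj4 (-1.46) and Slc24a2 (-1.23) had the same adjusted p-value. With 1 animal left out at a time, the quasi-likelihood test called 0 to 6 genes. In the 4 fits that called 0, between 1810 and 2255 genes had an unadjusted p-value under 0.05.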

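On P14, 36224 genes were ranked by DESeq2's log2 fold change between HIE and control animals and tested by fgsea with the lists used on P7. Of the 11 lists, 2 passed an adjusted p-value of 0.05, both higher in HIE animals. These were E2F targets (NES 1.92, fgsea adjusted p = 0.00781) and the G2M checkpoint (NES 1.67, fgsea adjusted p = 0.0489). Of the 15 Reactome sets, 3 passed. Higher in HIE animals were G2/M checkpoints (NES 1.86, fgsea adjusted p = 0.00105) and the mitotic cell cycle (NES 1.29, fgsea adjusted p = 0.0117). Lower was the neuronal system (NES -1.77, fgsea adjusted p = 8.2e-07). Neuron markers also scored lower in HIE animals, 4.81 against 5.37, and 0 of 11 markers were higher. The lower neuronal system set therefore cannot be told apart from a lower share of neuronal RNA in the HIE preparations. The number of lists depended on the method. Ranking by DESeq2's Wald statistic gave 8 lists, ranking by edgeR's log2 fold change gave 0, with 3 at an unadjusted p-value under 0.05, and limma's camera gave 0, with 0 unadjusted. In single animals, the score of the E2F targets was 3.68 ± 0.23 (SD, n = 4) in HIE animals and 3.40 ± 0.20 (SD, n = 4) in controls, and the groups overlapped (two-sided exact permutation test, p = 0.171, adjusted p = 0.583 over 11 lists). This overlap lay between animals of different name prefixes. Among P4H animals the scores were 3.88 to 3.89 in HIE and 3.53 to 3.61 in controls, and among P6H animals 3.46 to 3.51 and 3.22 to 3.24. Permuted within prefixes, a test chosen after seeing the data, the difference of 0.28 had an exact p-value of 0.0556 (adjusted p = 0.305 over 11 lists), the smallest that 2 against 2 animals in each prefix allow, and within a prefix each treatment is a single litter. Of the 11 scores, the interferon-alpha list alone separated the groups. It was 3.16 ± 0.10 in HIE animals and 3.49 ± 0.17 in controls (exact permutation test, p = 0.0286, adjusted p = 0.315).

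**Figure D3:**
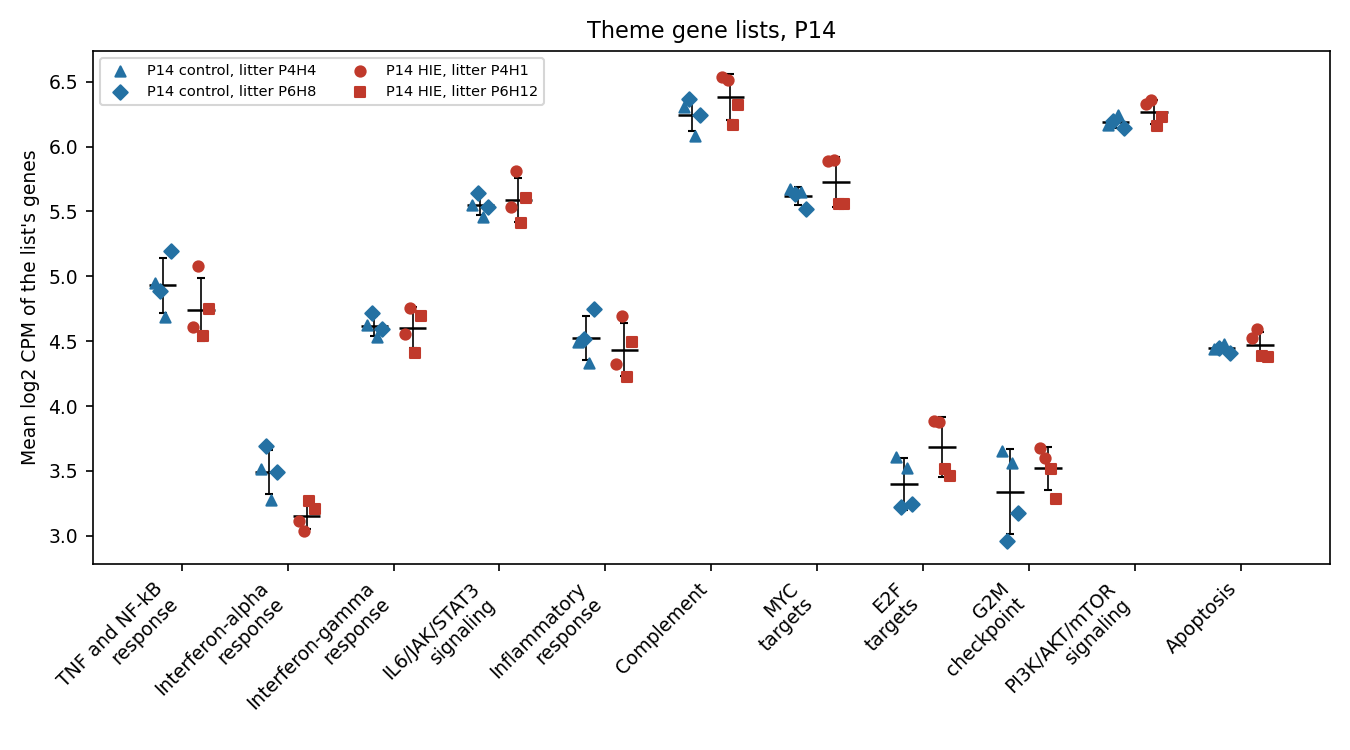
Score (mean log2 CPM of the genes) of the 11 lists on P14, with 1 point per animal (triangles P4H4 and diamonds P6H8 controls, circles P4H1 and squares P6H12 HIE animals), black lines for the group mean and bars for the SD. The groups overlap in every panel except interferon-alpha, where the means are 3.16 and 3.49.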

No gene sets were significantly different between groups at this time point. 

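Sex labels were checked first with Xist, which is expressed from the inactive X chromosome, and with genes of the Y chromosome. On P7 the library labelled male N5-3, an HIE pup, had 2240 CPM of Xist and 0.0254 CPM of the Y-chromosome genes Ddx3y, Eif2s3y, Kdm5d and Uty in sum, whereas the 5 other P7 libraries labelled male had 207 to 221 CPM of Y genes. The library labelled female P6H55-12, a control, had 0.24 CPM of Xist and 0 CPM of Y genes. In the 8 other libraries labelled female, P14 included, Xist lay between 1260 and 2330 CPM. Because all P7 HIE pups are labelled male, sex was tested among the P7 controls only, 2 labelled male and 2 labelled female. edgeR's quasi-likelihood test called 0 of 23524 genes, and 63 had an unadjusted p-value under 0.05, fewer than the 1176 expected by chance. Even the 4 Y-chromosome genes had an adjusted p-value of 1 in this test, so its count is no measure of sex differences. With litter as a block, an alternative chosen after seeing the data, 2799 genes had an unadjusted p-value under 0.05 and 4 were called, and these were the Y-chromosome genes (edgeR adjusted p = 0.00142 to 0.00164). On P14, with treatment as a covariate, 5 of 20935 genes were called between animals labelled male and female. These were Ddx3y (edgeR adjusted p = 3.24e-07), Uty (3.49e-07), Kdm5d (1.05e-05) and Eif2s3y (4e-05), and Xist (2.38e-06). Next was Kdm6a on the X chromosome, with a log2 fold change of -0.64 in animals labelled male (edgeR adjusted p = 0.125). The filter on low counts moved this comparison most, and without it 137 genes were called.

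**Figure D4:**
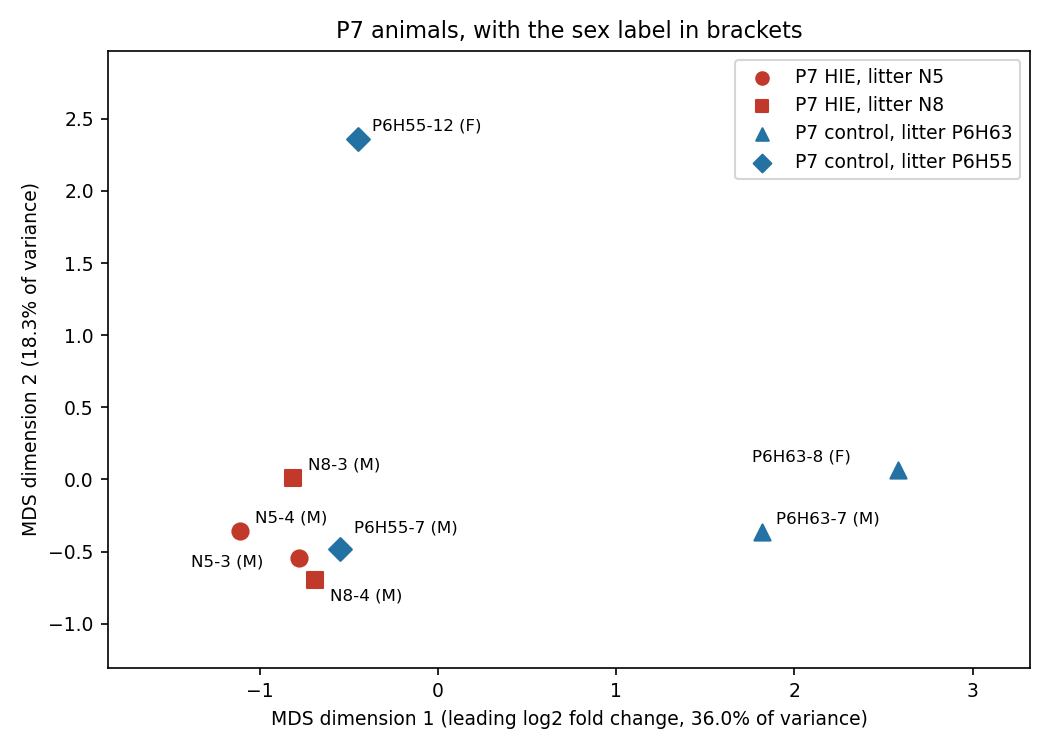
Multidimensional scaling of the 8 P7 libraries by log2 fold change, with 1 point per animal, symbols for the litters and the sex label in brackets. The first dimension (36.0% of the variance) separates the P6H63 controls from the rest and the second (18.3%) the library labelled female P6H55-12, and animals with the same sex label do not group together.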

No sex differences were found (Supplemental Figure S4).

### 3.4. scRNAseq Reveals Monocyte Subclusters of Interest in HIE

Thirteen microglia and five macrophage subclusters were identified on P8 and P10 (Figure 5B,C). No novel subclusters were observed in HIE vs. control animals in either cell type. Analysis for differentially expressed genes in microglia with significant HIE and subcluster interactions found 27 upregulated genes (Table 5a) and 23 downregulated genes (Table 5b). Genes with distinct subcluster locations were primarily in subclusters 7, 11, and 12, indicating that these may be subclusters of interest in the microglia response to HIE. Pathway enrichment analysis of these subclusters’ significantly over-expressed marker genes shows that subcluster 7 (Figure 6A) and subcluster 12 (Figure 6B) are enriched for neuron and nervous system development pathways. Subcluster 11 only had two significant over-expressed marker genes, *Hba-a1* and *Hbb-bs*, both of which are hemoglobin genes (Supplemental File S2).

### 3.5. scRNAseq Reveals Changes in Microglia Motility, Macrophage Regulation of Neuron Development, and Epigenetic Pathway Upregulation in Macrophages after HIE

Pseudobulk RNAseq analysis of microglia and macrophages was performed using the scRNAseq data from brains collected on P8 and P10. In microglia, 125 genes were upregulated and 5 were downregulated (Figure 7A), and pathway enrichment analysis revealed 218 significantly different pathways (Figure 7B). ReviGO analysis of the upregulated pathways demonstrates that microglia have significantly upregulated genes that are primarily involved in the actin cytoskeleton and cell motility (Supplemental Figure S5). These include the biological processes of negative regulation of supramolecular fibers, actin polymerization, chemotaxis, cell localization, the molecular function of cytoskeletal protein binding, and the cellular components of anchoring junction, plasma membrane protein complex, lamellipodium, and actin cytoskeleton. There is also significant upregulation in genes involved in neuron development and synaptic signaling. In macrophages, 24 genes were upregulated, and 6 genes were downregulated (Figure 8A). Pathway enrichment analysis revealed 237 significantly different pathways (Figure 8B). ReviGO analysis of macrophages revealed biological processes primarily involved in neuronal and brain development (Supplemental Figure S6). Changes in molecular function and cellular component genes point to upregulation of epigenetic changes specifically in the macrophage population (Supplemental Figure S6). Interestingly, epigenetic changes were not seen in the microglia population.

## 4. Discussion

This novel two-hit mouse model of neonatal HIE uniquely allows for the investigation of maternal risk factors in the pathogenesis of HIE. Specifically, maternal infection and inflammation are optimally investigated in this system. This model also poses advantages over the traditional Rice–Vannucci model because it is non-invasive and does not require exposure to anesthesia, which raises concern for added neurotoxicity [34]. Our model utilizes maternal immune activation on E18, considered equivalent to the third trimester of pregnancy in humans [35], and a short severe global hypoxia on P6, considered equivalent to late preterm in human infants [20]. The two-hit model of neurodevelopmental disorders suggests that early life adversity such as MIA leads to increased risk in combination with a later stressor [36]. MIA has been shown to lead to alterations in immune response following a second immune challenge or stressor [14,37], and prior studies have demonstrated that MIA leads to exacerbated immune and autism-like behavioral outcomes when followed by the Rice–Vannucci model of HIE [38]. This is thought to occur through microglia priming, which occurs when microglia become sensitized after entering a proinflammatory state following an initial stressor. However, the two-hit hypothesis of MIA has not been observed in all cases of non-immune second hits [39].

Ex vivo MRI resulted in a trend toward significance with two-hit HIE animals exhibiting a relative decrease in whole brain volume only one day following the second hit of hypoxia. The lack of significance may be due to a higher variability in HIE animals as outcomes following HIE injury are often heterogeneous. MIA-only animals were included in only this measure to control for the effects of LPS on overall pup size. However, the MIA animals had similar brain volumes to controls. These results are similar to those in humans, where infants have demonstrated decreased subcortical brain volumes acutely following injury [40].

HIE animals exhibited delays in the acquisition of developmental reflexes and behaviors predominantly in motor domains, supporting a phenotype comparable to that in human infants after HIE [41,42]. Some of the delays were in skills acquired by controls prior to the second hit of hypoxia on P6, indicating that maternal immune activation alone is responsible for at least some degree of developmental delay. However, the brain MRI volumetric differences indicate that LPS alone is not sufficient to decrease overall brain size, supporting the idea that the two hits are necessary for the full phenotype. This study aimed to describe the full two-hit model of HIE and did not parse the two hits individually. Future studies can further elucidate the individual and combined effects of MIA and hypoxia within this model.

In the catwalk gait analysis, HIE animals had shorter overall stride lengths, and shorter hind paw stride times, indicating that they took shorter and quicker steps when compared with controls. Similar gait disruptions have been observed in other models of HIE [19]. Despite the changes in grip strength and gait, HIE animals performed better on the rotarod. As the rotarod test involves the animals staying on a small rod accelerating in rotation, the specific perturbations in gait observed in these animals may be beneficial to this test. Additionally, the test was censored at 300 s when the rod was no longer accelerating. A longer test or a test at a set speed may assess endurance more directly, which may be impacted in these animals. Despite the rotarod results, the changes in gait and the forelimb weakness observed in grip strength support motor dysfunction in adulthood in HIE animals. In the three-chamber behavioral task, the controls exhibited a high variability in discrimination ratio in both the sociability and social novelty. This indicates an issue with how the animals are performing this task at baseline and makes it difficult to assess any changes due to HIE exposure.

A limitation of our model is the lack of significant interactions between sex and HIE in any of the outcomes. This lack of sex differences is surprising given that MIA and other HIE models often show worse outcomes in males [14,19,43]. 

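In the P14 RNA data, which held HIE and control animals of both sex labels, the interaction of sex label and treatment was tested in 22317 genes with 2 animals for each combination. edgeR's quasi-likelihood test called 0 genes at an adjusted p-value under 0.05. Before adjustment, 236 genes had a p-value under 0.05, fewer than the 1116 expected by chance. DESeq2 also called 0, with 273 unadjusted. With litter as a block, chosen after seeing the data, edgeR called 0, with 641 unadjusted. All these unadjusted counts lie below chance, and each combination holds 2 animals, so the 0 calls do not exclude an interaction. Without the filter on low counts, edgeR called 104 genes. The interaction could not be tested on P7, where all HIE pups are labelled male.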

In humans, males have traditionally been thought to have higher rates of both morbidity and mortality, as well as higher occurrences of developmental delay and disorders following HIE [44]. However, clinical trials do not often report scores for males separately [43]. Some more recent clinical trials have shown little differences in males and females in control groups or following therapeutic hypothermia treatment [45,46,47]. This suggests that these sex differences may be less significant than originally thought and that treatment may additionally decrease these differences.

The two-hit model of HIE described here does not create the hemispheric, stroke-like focal injury common in the Rice–Vannucci model. While this was the intended goal of this model, it is more difficult to confirm injury presence, severity, and location. The focus of this study was to confirm the motor phenotype within this model throughout the lifespan as well as the acute inflammatory profile following injury. Our findings of long-lasting motor deficits and proinflammation within microglia suggest that neural changes are taking place within our model. This is supported by the relative decrease in overall brain volume at 24 h following hypoxia. Future studies of this model will utilize histological methods to determine the extent and location of injury, as well as investigate white matter disruptions that are typical in HIE injury.

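Genes with the highest expression in the TNF and NF-κB list show the spread behind its score on P7. Cd83, on chromosome 13 of GRCm39 from 43938251 to 43956634, had 984 ± 137 CPM (SD, n = 4) in HIE pups and 318 ± 273 CPM (SD, n = 4) in controls, a log2 fold change of 1.60 (SE 0.662, edgeR adjusted p = 0.172). Tnfaip3, on chromosome 10 from 18874201 to 18891405, had 806 ± 59.01 CPM in HIE pups and 313 ± 250 CPM in controls (log2 fold change 1.33, SE 0.611, edgeR adjusted p = 0.196). Nfkbia, on chromosome 12 from 55535332 to 55539432, had 438 ± 40.1 CPM and 211 ± 157 CPM (log2 fold change 1.02, SE 0.534, edgeR adjusted p = 0.235). In each of these genes the SD of the controls was larger than that of the HIE pups. Ccl3 behaved likewise, with a log2 fold change of 1.28 (SE 0.702, edgeR adjusted p = 0.251). Csf1 of the IL6/JAK/STAT3 list varied less among the controls. It rose from 239 ± 115 CPM to 509 ± 36.0 CPM (log2 fold change 1.06, SE 0.311), with an adjusted p-value of 0.15 in edgeR's quasi-likelihood test and 0.0215 in DESeq2. The median log2 fold change was 1.04 over the TNF and NF-κB list, where 28 of 30 genes were higher in HIE pups, 0.90 over the inflammatory response, 0.78 over IL6/JAK/STAT3, 0.55 over interferon-gamma, 0.46 over interferon-alpha and 0.96 over complement. No median changed sign with DESeq2's size factors or with library size only in place of TMM. Of the genes in the 11 lists, 0 passed an adjusted p-value of 0.05 in edgeR's quasi-likelihood test, whereas DESeq2 called 2 to 10 of the 30 genes in each list and edgeR's exact test 0 to 4.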

Neuroinflammation is immediately apparent in our model of HIE and can be seen within the first 24 h with an upregulation of multiple proinflammatory pathways including TNF-α signaling via the NF-κB pathway. 

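Genes of the G2M, apoptosis and proliferation lists moved by smaller amounts on P7. Top2a, on chromosome 11 of GRCm39 from 98883769 to 98915062, had 317 ± 26.8 CPM (SD, n = 4) in HIE pups and 251 ± 13.4 CPM (SD, n = 4) in controls (log2 fold change 0.30, SE 0.103, edgeR adjusted p = 0.151). Mki67, on chromosome 7 from 135291513 to 135318299, had 515 ± 32.3 CPM and 410 ± 75.3 CPM (log2 fold change 0.30, SE 0.152, edgeR adjusted p = 0.229). For the replication factor Pcna the log2 fold change was 0.33 (SE 0.155, edgeR adjusted p = 0.200). Mcl1, an inhibitor of apoptosis on chromosome 3 from 95566026 to 95570487, had 656 ± 55.2 CPM in HIE pups and 396 ± 188 CPM in controls (log2 fold change 0.70, SE 0.329, edgeR adjusted p = 0.203). Cflar, which also restrains apoptosis, had a log2 fold change of 0.52 (SE 0.319, edgeR adjusted p = 0.295). In the G2M list 28 of 30 genes were higher in HIE pups, in the apoptosis list 25, in the E2F list 24, in the MYC list 23 and in the PI3K/AKT/mTOR list 21. With library size only in place of TMM these counts were 19, 20, 13, 8 and 14. That scaling lowered all genes together, and with it 16353 of 22517 tested genes were lower in HIE pups, against 12712 with TMM. The median of each of these lists stayed above the median of all tested genes under both scalings.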

The upregulation of G2M checkpoint and apoptosis pathways indicate cellular damage and death, while the upregulation of proliferation markers MYC targets (V1 and V2), PI3K/AKT/mTOR signaling, and E2F targets [48,49,50,51] suggest that the undamaged cells have increased proliferation as a mechanism of the proinflammatory response. While some upregulated gene sets are not specifically relevant to microglia (Allograft rejection, Kras Signaling Up), they likely represent an upregulation in proinflammatory and proliferation genes, respectively. This increase in proliferation, inflammation, and cell death occurs only in the acute (24 h) microglia response and returns to baseline one week later (P14). This is an important validation of our model as inflammation following hypoxic-ischemic events is a well-established method of secondary injury, and often the target of therapeutics within preclinical models [52].

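Whether the effect of HIE differed between P7 and P14 was tested directly, as the difference of the HIE against control contrasts over 16 animals and 24694 genes. edgeR's quasi-likelihood test called 1 gene, Vps37b, with a difference of 1.83 in log2 fold change (SE 0.235, adjusted p = 0.0263). Before adjustment 3432 genes had a p-value under 0.05, and 1235 would be expected by chance. DESeq2 called 673 genes, 121 with a higher and 552 with a lower log2 fold change on P7. Leaving out the P7 control P6H55-7 moved the count most, to 1200 genes. Of the genes called by edgeR's exact test on each day, 17 were shared. The median log2 fold change of the TNF and NF-κB list was -0.14 on P14, with 5 of 30 genes higher in HIE animals, and for MYC targets it was 0.11, with 24 of 30 higher. For E2F targets it was 0.25, with 30 of 30 higher, and for the G2M checkpoint 0.16, with 27 of 30 higher, and with library size only in place of TMM these counts were 29 and 23. Cd83 had 284 ± 103 CPM (SD, n = 4) in HIE animals and 312 ± 68 CPM (SD, n = 4) in controls on P14 (log2 fold change -0.16, edgeR adjusted p = 0.899). The log2 fold change of Mki67 on P14 was 0.01 (edgeR adjusted p = 0.995). The microglia-marker score on P14 was 9.65 ± 0.22 (SD, n = 4) in HIE animals and 9.44 ± 0.16 (SD, n = 4) in controls (two-sided exact permutation test, p = 0.2, adjusted p = 0.572 over 15 marker lists). The difference between the days was not tested for list scores. From the higher G2M checkpoint and apoptosis sets 1 day after hypoxia, the paper reasons that cells were damaged and died. From the higher MYC, PI3K/AKT/mTOR and E2F sets it proposes that undamaged cells proliferated as part of the proinflammatory response, and it states that these changes were confined to the acute response and back at baseline on P14.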

ScRNA sequencing revealed 13 microglia cell clusters and 5 macrophage cell clusters within the mouse brain. There were no novel subpopulations that arose within the HIE group; however, differential gene expression within the clusters allowed us to identify three unique subpopulations; cluster 7, cluster 11, and cluster 12, which have a number of differentially expressed genes that are HIE-associated and cluster-associated. Pathway enrichment analysis of the top differentiating gene markers of these subclusters found that both cluster 7 and cluster 12 are largely involved in neurodevelopment, including axon and projection development. As this analysis was performed at a later time point than the initial bulk RNAseq, the microglia may be primarily involved in neuronal repair and promote resiliency following the initial increase in neuroinflammation.

Interestingly, pseudobulk RNAseq analysis identified upregulation of multiple genes involved in epigenetic regulation within the macrophage population, as well as neuron and brain development. Microglia are known to be highly involved in neurodevelopment [53,54]. However, when activated by an immune challenge or otherwise disrupted, microglia may not properly contribute to neuron developmental processes such as synaptic pruning, leading to neurodevelopmental disorders and deficits in cognition, motor function, and sensation [55,56]. The upregulation of these pathways in macrophages may indicate a compensatory mechanism that contributes to repair following injury and resiliency within the mouse brain. At this time point, both the macrophages and microglia may be in a repair state as indicated by the microglia subcluster analysis. Many of the pathways found to be upregulated in microglia pseudobulk analysis are involved in actin cytoskeleton structure and cell motility, indicating that these cells are highly mobile following HIE. Although there was no distinct upregulation in proinflammatory pathways at this time point, the microglia may be responding to chemokine release and moving to areas of injury.

Neonatal HIE leads to life-long impacts in affected infants. While therapeutic hypothermia has been effective in decreasing injury for some children, many children are left with variable degrees of lifelong disability, highlighting the critical need for additional therapies for neonatal HIE. Etiologically relevant models are critical to the development of effective therapies that can be successfully translated to humans. The two-hit model presented here replicates the largest perinatal risk factor for HIE and accurately maintains the maternal–fetal connection while presenting an easier and noninvasive method to induce injury in a murine model. This model also results in long-lasting motor deficits, acute brain volume changes, and a proinflammatory response within microglia, which are representative of the impacts of injury within humans.

## 5. Conclusions

The two-hit HIE model outlined here has several advantages over the standard Rice–Vannucci model, including the procedures’ ease and non-invasiveness. No anesthesia or surgery is required for this model, which may cause added stress or toxicity that is not part of the pathophysiology of disease in humans. The maternal immune activation in this model replicates the maternal, placental, and fetal interactions that are characteristic of HIE in a majority of humans but are often lacking in animal models of HIE. This model results in developmental delays and long-lasting motor changes, acute neuroinflammation, and transcriptional changes in microglia and macrophages. The disadvantage of this model is that the injury is more difficult to localize and produces more mild deficits as compared to the Rice–Vannucci model. The lack of sex differences in our findings is also notable and surprising. Additional and nuanced models of HIE are needed to capture the heterogeneity of injury causes and outcomes. A more complete understanding of the interaction of etiology and cellular and molecular mechanisms within the brain will facilitate the development of new and personalized therapeutics currently limited to a one-size-fits-all treatment.

## Figures and Tables

**Figure 1:**
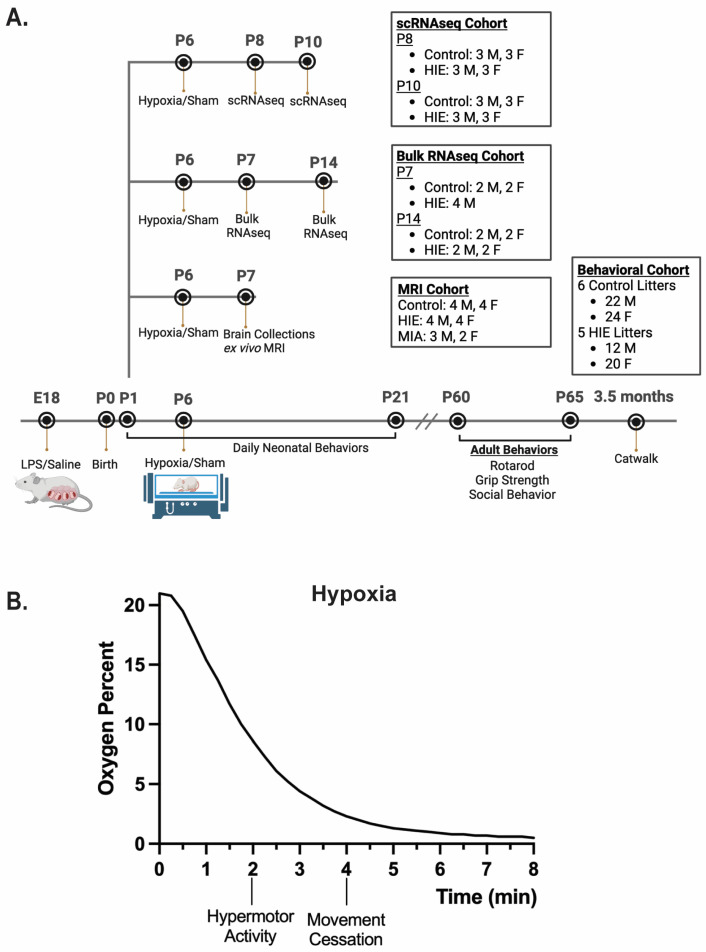
Two-hit HIE model: (**A**) A representation of our two-hit model of HIE and experimental design. (**B**) Representative graph of oxygen levels present and pup behavior during the 8 min hypoxia protocol (*n* = 3 litters).

**Figure 2:**
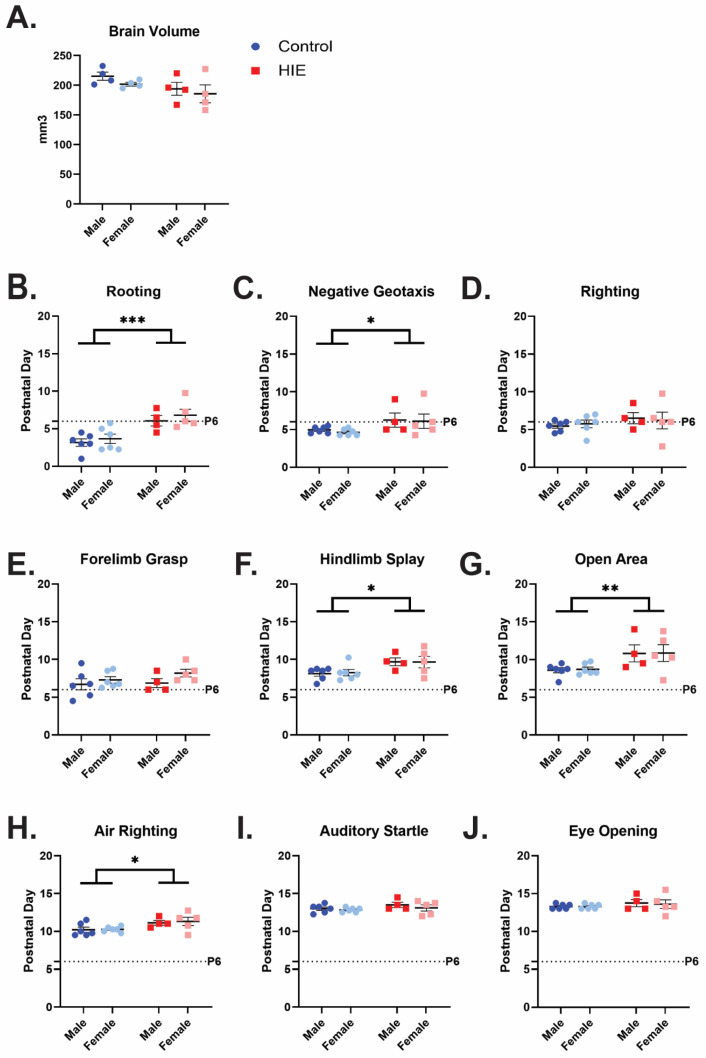
HIE results in a trend toward smaller brains 24 h after injury, and motor developmental delays in the neonatal period: (**A**) Whole-brain volume obtained on P7 through ex vivo MRI for control animals, and two-hit HIE animals. Analyzed with two-way ANOVA (*n* = 4 control male, 4 control female; 4 HIE male, 4 HIE female). (**B**–**J**) Date of acquisition for neonatal developmental behaviors is shown for the average values for males and females in each litter. (*n* = 6 control male, 6 control female; 4 HIE male, 5 HIE female). The dashed line indicates P6, the day of hypoxia exposure. Developmental behaviors were analyzed with a two-way ANOVA. * *p* < 0.05; ** *p* < 0.01, *** *p* < 0.001.

**Figure 3:**
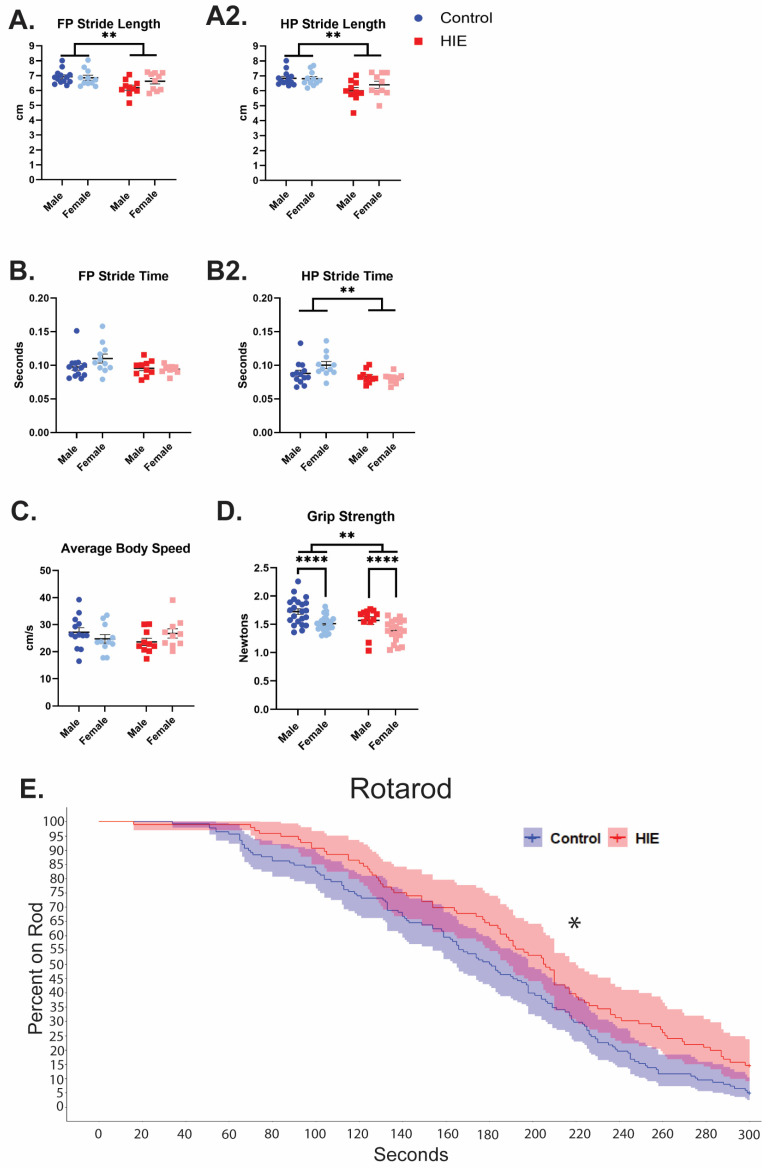
HIE results in distal muscle weakness and gait disturbances in adulthood: (**A**) forepaw (FP) and (**A2**) hindpaw (HP) stride lengths measured by the catwalk ~P105 (two-way ANOVA). (**B**) Forepaw and (**B2**) hindpaw swing time measured by the catwalk (two-way ANOVA). (**C**) Average body speed on the catwalk. (catwalk *n* = 13 control male, 11 control female; HIE = 10 control male, 10 control female, two-way ANOVA) (**D**) Forepaw strength measured by a grip strength meter on ~P60 (*n* = 22 control male, 24 control female; 12 HIE male, 20 HIE female, two-way ANOVA). (**E**) Survival curve showing the proportion of animals still on the rotating rod across time using a Cox mixed-effects model on ~P61. Males and females are collapsed on this graph due to visibility considerations (*n* = 22 control male, 24 control female; 12 HIE male, 20 HIE female, Cox mixed-effects model). * *p* < 0.05, ** *p* < 0.01, **** *p* < 0.0001.

**Figure 4:**
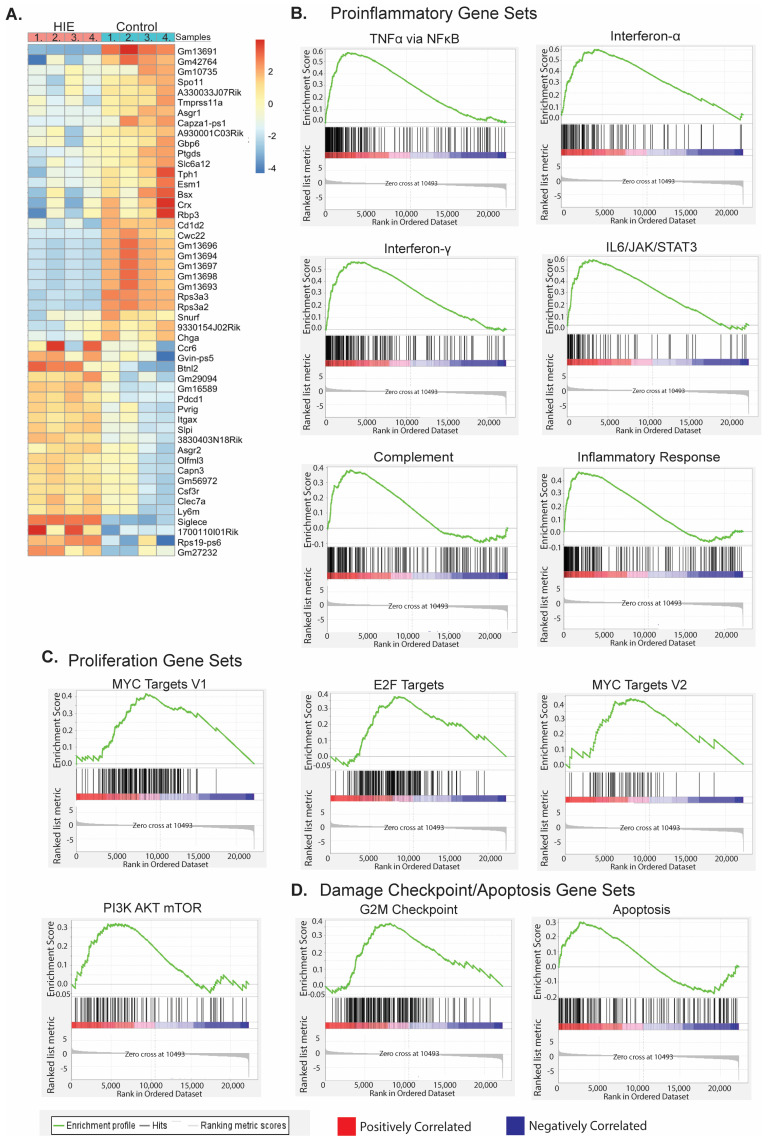
HIE results in acute transcriptional changes within microglia: (**A**) Genes identified by both DESeq2 and edgeR with an FDR adjusted *p*-value < 0.05 within CD11b+ cells on P7, one-day post hypoxia (*n* = 2 control male, 2 control female, 4 HIE male). (**B**) Gene set enrichment plots of significantly upregulated proinflammatory gene sets within HIE microglia. (**C**) Gene set enrichment plots of significantly proliferation-related gene sets within HIE microglia. (**D**) Gene set enrichment plots of significantly upregulated damage checkpoint/apoptosis gene sets within HIE microglia.

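Of the 50 genes named in Figure 4A, 42 were matched to the annotation and tested on P7. The other 8 names, such as Gm13691 and A330033J07Rik, had no match and were not analysed under those names. The Cwc22 family of the figure was taken as 7 names, of which Cwc22 alone was matched. The unmatched names were not equated with the Cwc22 copies called on P7. The number of called genes in the figure may therefore be higher than given here. All 42 had the direction of the figure, 21 higher in controls and 21 higher in HIE pups. At an adjusted p-value under 0.05, edgeR's quasi-likelihood test called 6 of them, Siglece, Gm16589 and Slpi higher and Cwc22, Rps3a2 and Rps3a3 lower in HIE pups. edgeR's exact test called 32 and DESeq2 all 42. The median log2 fold change was -2.65 for the genes higher in controls and 2.70 for those higher in HIE pups. Ptgds, on chromosome 2 of GRCm39 from 25352795 to 25362601, had 103 ± 50.2 CPM (SD, n = 4) in HIE pups and 581 ± 353 CPM (SD, n = 4) in controls (log2 fold change -2.52, SE 0.532, edgeR adjusted p = 0.15). Itgax, on chromosome 7 from 127728668 to 127749829, had 178 ± 38.2 CPM and 40.1 ± 24.9 CPM (log2 fold change 2.12, SE 0.432, edgeR adjusted p = 0.15). Clec7a had 75.5 ± 27.2 CPM and 14.7 ± 10.3 CPM (log2 fold change 2.32, SE 0.559), and Pdcd1 had 14.8 ± 4.24 CPM and 2.73 ± 1.61 CPM (log2 fold change 2.41, SE 0.403), both at an edgeR adjusted p-value of 0.15. The 36 genes that edgeR's quasi-likelihood test did not call had adjusted p-values of 0.0811 to 0.156. Siglece, Cwc22, Rps3a2, Rps3a3 and Gm16589 each spanned at least 3.68 log2 units between animals of 1 group on P14, and Slpi at most 1.42. Reads of Cwc22, Rps3a2, Rps3a3 and Gm16589 could be shared with near-identical copies.

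**Figure D5:**
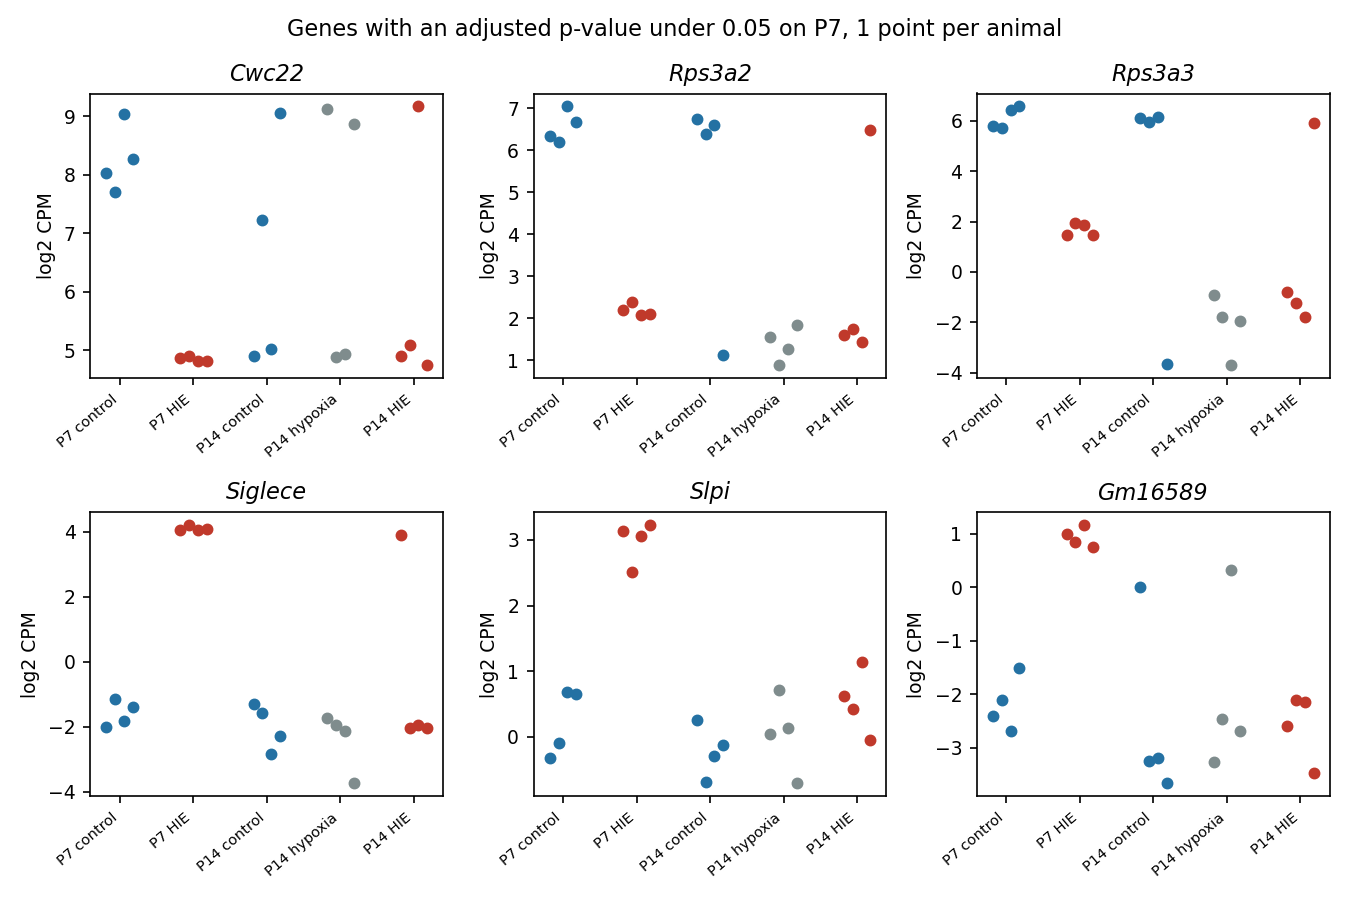
Log2 CPM of Cwc22, Rps3a2, Rps3a3, Siglece, Slpi and Gm16589 in each animal by group (P7 control, P7 HIE, P14 control, P14 hypoxia and P14 HIE), with 1 point per animal. On P7 the HIE and control pups do not overlap, while on P14 Cwc22 spans 4.41 and Siglece 5.93 log2 units within 1 group.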

**Figure 5:**
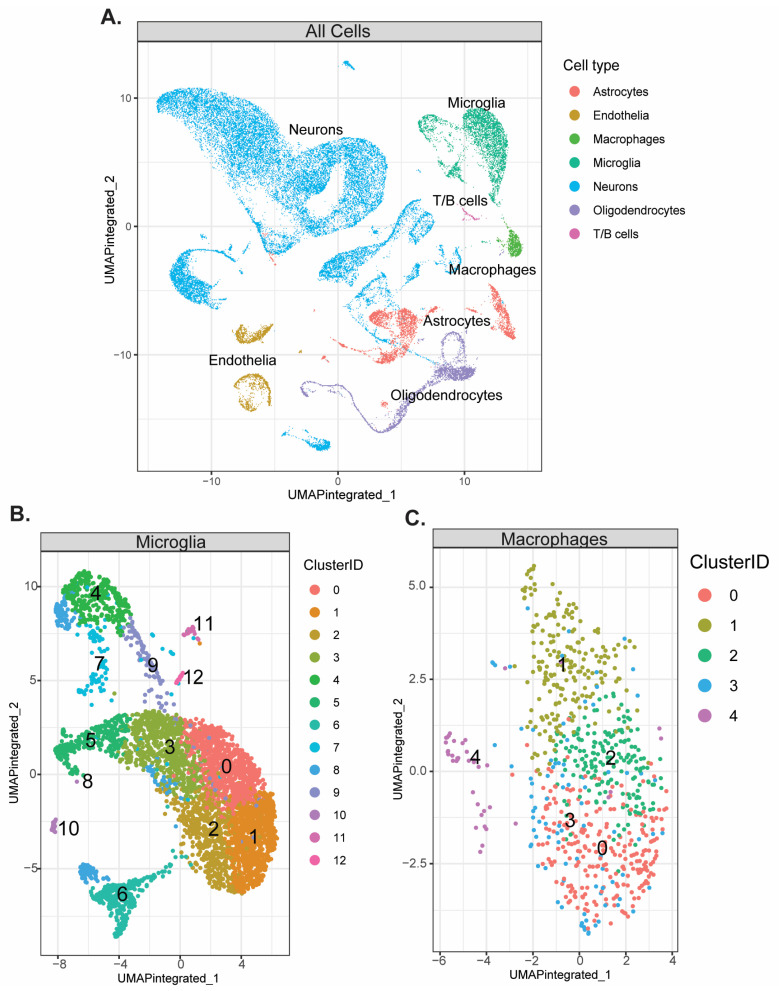
No unique subclusters emerge following HIE. ScRNAseq data from P8 and P10 combined (*n* = 6 control P8, 6 HIE P8, 6 control P10, 6 HIE P10): (**A**) Representative UMAP of all cell types identified by scRNA-Seq. (**B**) Representative UMAP of identified microglia subclusters. (**C**) Representative UMAP of identified macrophage subclusters.

**Figure 6:**
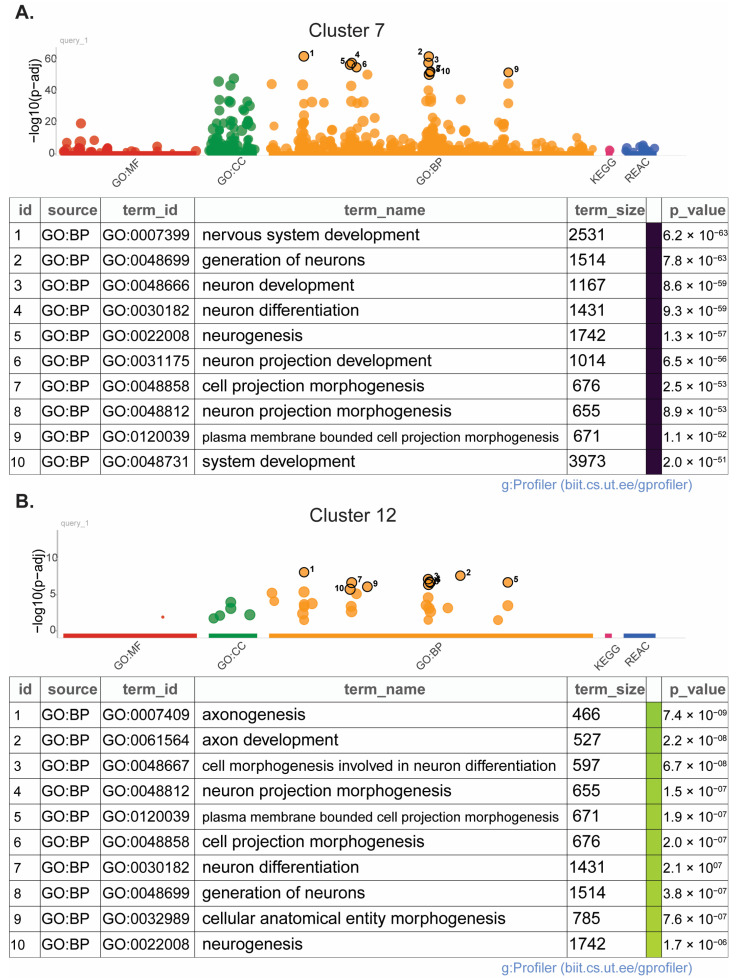
Microglia subclusters 7 and 12 emerge as clusters of interest following HIE in scRNAseq analysis: (**A**) Pathway enrichment analysis of microglia subcluster 7. (**B**) Pathway enrichment analysis of microglia subcluster 12. (*n* = 6 control P8, 6 HIE P8, 6 control P10, 6 HIE P10). (GO:BP, GOCC, GO:MF: Gene Ontology Biological Processes, Cellular Components, Molecular Functions, respectively; KEGG: KEGG PATHWAY Database; REAC: Reactome Pathway Database).

**Figure 7:**
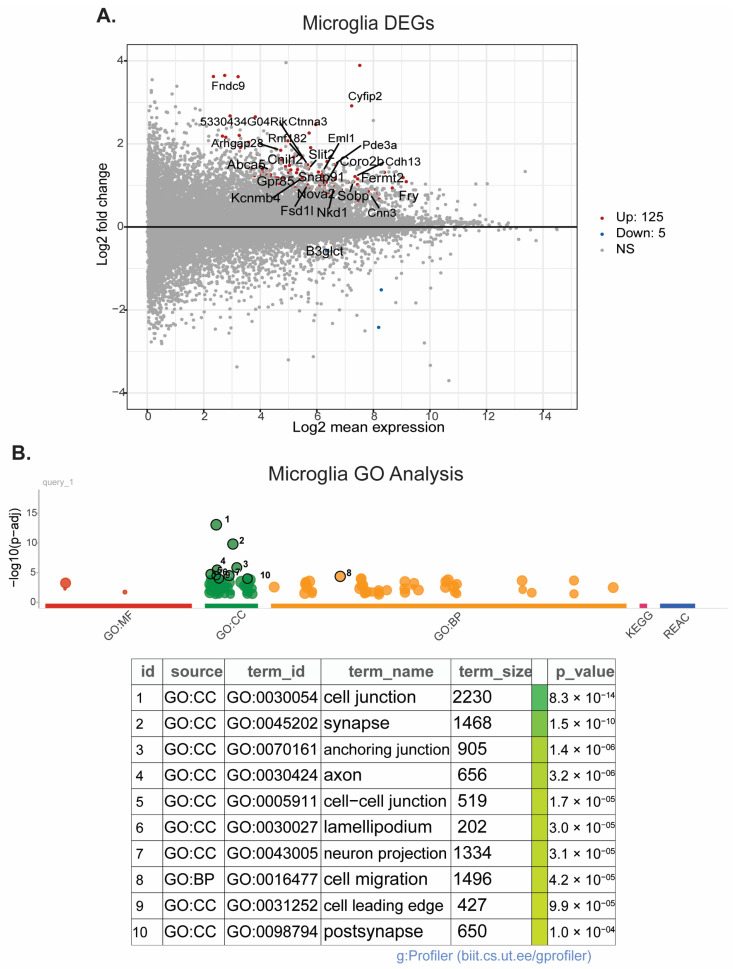
Microglia have significant transcriptional changes following HIE: (**A**) MA plot of the differentially expressed genes in microglia (P8 and P10). (**B**) Plot of the significantly different functional pathways in microglia. (*n* = 6 control P8, 6 HIE P8, 6 control P10, 6 HIE P10).

**Figure 8:**
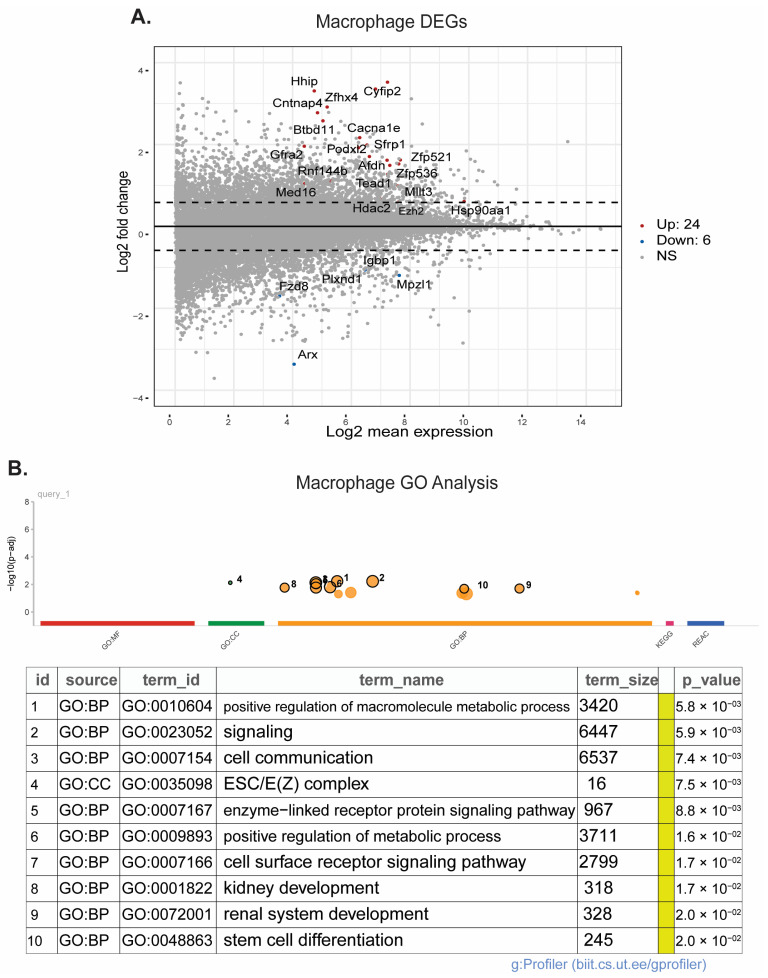
Macrophages have significant transcriptional changes following HIE: (**A**) Volcano plot of the differentially expressed genes in macrophages (P8 and P10). (**B**) Plot of the significantly different pathways in macrophages. (*n* = 6 control P8, 6 HIE P8, 6 control P10, 6 HIE P10).

**Table 1:** Neonatal Acquisition of Behaviors.

Behavior	Factor	F (DFn, DFd)	*p*-Value	*p*-Value Summary
Rooting	HIE	F (1, 17) = 20.75	0.0003	***
	Sex	F (1, 17) = 0.8743	0.3629	ns
	Interaction	F (1, 17) = 0.03220	0.8597	ns
Negative Geotaxis	HIE	F (1, 17) = 5.364	0.0333	*
	Sex	F (1, 17) = 0.1637	0.6908	ns
	Interaction	F (1, 17) = 0.02355	0.8798	ns
Righting	HIE	F (1, 17) = 1.161	0.2964	ns
	Sex	F (1, 17) = 3.623 × 10^−5^	0.9953	ns
	Interaction	F (1, 17) = 0.1826	0.6745	ns
Forelimb Grasp	HIE	F (1, 17) = 0.8099	0.3807	ns
	Sex	F (1, 17) = 2.552	0.1286	ns
	Interaction	F (1, 17) = 0.3855	0.5429	ns
Hindlimb Splay	HIE	F (1, 17) = 8.031	0.0115	*
	Sex	F (1, 17) = 0.007006	0.9343	ns
	Interaction	F (1, 17) = 0.02416	0.8783	ns
Open Area	HIE	F (1, 17) = 9.012	0.008	**
	Sex	F (1, 17) = 0.01246	0.9124	ns
	Interaction	F (1, 17) = 0.003612	0.9528	ns
Air Righting	HIE	F (1, 17) = 7.354	0.0148	*
	Sex	F (1, 17) = 0.08925	0.7687	ns
	Interaction	F (1, 17) = 0.03380	0.8563	ns
Auditory Startle	HIE	F (1, 17) = 1.880	0.1881	ns
	Sex	F (1, 17) = 1.027	0.325	ns
	Interaction	F (1, 17) = 0.1742	0.6816	ns
Eye Opening	HIE	F (1, 15) = 0.5488	0.4702	ns
	Sex	F (1, 15) = 0.04480	0.8352	ns
	Interaction	F (1, 15) = 0.04480	0.8352	ns

ns = non-significant, * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001.

**Table 2:** Adult Behavior Statistics.

Behavior	Factor	F (DFn, DFd)	*p*-Value	*p*-Value Summary
FP Stride Length	HIE	F (1, 40) = 8.840	0.005	**
	Sex	F (1, 40) = 1.278	0.265	ns
	Interaction	F (1, 40) = 2.384	0.1304	ns
HP Stride Length	HIE	F (1, 40) = 11.54	0.0016	**
	Sex	F (1, 40) = 1.048	0.3121	ns
	Interaction	F (1, 40) = 1.358	0.2508	ns
FP Stride Time	HIE	F (1, 40) = 3.389	0.0731	ns
	Sex	F (1, 40) = 1.261	0.2682	ns
	Interaction	F (1, 40) = 2.040	0.161	ns
HP Stride Time	HIE	F (1, 40) = 8.474	0.0059	**
	Sex	F (1, 40) = 1.359	0.2506	ns
	Interaction	F (1, 40) = 3.082	0.0868	ns
Body Speed	HIE	F (1, 40) = 0.2480	0.6212	ns
	Sex	F (1, 40) = 0.04108	0.8404	ns
	Interaction	F (1, 40) = 2.984	0.0918	ns
Grip Strength	HIE	F (1, 74) = 9.867	0.7585	ns
	Sex	F (1, 74) = 18.89	0.0024	**
	Interaction	F (1, 74) = 0.09520	<0.0001	****

ns = non-significant, ** *p* < 0.01, **** *p* < 0.0001.

**Table 3:** Rotarod Statistics.

Factor	Coef	Exp (Coef)	Se (Coef)	z-Value	*p*-Value	*p*-Value Summary
HIE	−0.5373	0.5843	0.1893	−2.84	0.00455	*
Sex	0.1019	1.1073	0.1758	0.58	0.56189	ns
Interaction	0.3851	1.46.97	0.2853	1.35	0.17711	ns

coef: coefficient, exp(coef): exponential coefficient, se (coef): standard error coefficient. * *p* < 0.05

**Table 4:** Microglia Upregulated GSEA Analysis.

Hallmark Gene Set	ES	NES	FDR q-Val	FWER *p*-Val	Rank at Max
TNFα Signaling via NFκB	0.58	2.88	<0.001	<0.001	2773
Allograft Rejection	0.55	2.74	<0.001	<0.001	2202
Interferon-α Response	0.60	2.71	<0.001	<0.001	4120
Interferon-γ Response	0.56	2.70	<0.001	<0.001	4099
IL6/JAK/STAT3 Signaling	0.60	2.66	<0.001	<0.001	3260
Inflammatory Response	0.47	2.39	<0.001	<0.001	1863
MYC Targets V1	0.42	2.06	<0.001	<0.001	8736
Complement	0.38	1.88	0.003	0.003	2945
E2F Targets	0.37	1.86	0.002	0.003	8678
G2M Checkpoint	0.37	1.84	0.004	0.005	8141
MYC Targets V2	0.44	1.81	0.004	0.005	8186
IL2 STAT5 Signaling	0.30	1.50	0.031	0.043	2156
PI3K AKT mTOR Signaling	0.32	1.50	0.029	0.043	5532
KRAS Signaling Up	0.30	1.45	0.035	0.057	1815
Apoptosis	0.30	1.43	0.037	0.065	2765

ES: Enrichment Score; NES: Normalized Enrichment Score; FDR: False Discovery Rate; FWR: Family-wise error Rate.

**Table 5:** (**a**) Upregulated Microglia genes with subcluster and HIE interaction. (**b**) Downregulated Microglia genes with subcluster and HIE interaction.

**(a)**						
**Gene**	**baseMean**	**log2FC**	**lfcSE**	**Stat**	***p*-Value**	**Padj**
*Astn2*	30.49	2.952	1.64	44.22	1.40 × 10^−5^	1.98 × 10^−3^
*Hba-a1*	2142.28	2.279	1.73	70.31	2.80 × 10^−10^	1.86 × 10^−7^
*Hbb-bs*	6555.16	1.885	1.62	72.37	1.15 × 10^−10^	1.07 × 10^−7^
*Setbp1*	35.02	0.817	0.57	49.92	1.44 × 10^−6^	3.36 × 10^−4^
*Ptprd*	37.61	0.770	0.55	41.20	4.53 × 10^−5^	5.27 × 10^−3^
*Icam1*	69.99	0.603	0.32	49.37	1.80 × 10^−6^	4.00 × 10^−4^
*Tmtc2*	16.38	0.509	1.18	40.00	7.18 × 10^−5^	7.26 × 10^−3^
*Tuba1a*	163.35	0.429	0.62	50.20	1.29 × 10^−6^	3.15 × 10^−4^
*Hbb-bt*	751.87	0.378	1.82	52.30	5.48 × 10^−7^	1.59 × 10^04^
*Nedd4l*	45.40	0.362	0.31	44.38	1.32 × 10^−5^	1.97 × 10^−3^
*Tubb2b*	87.13	0.328	0.65	48.29	2.78 × 10^−6^	5.57 × 10^−4^
*Nfia*	199.82	0.317	0.28	55.88	1.26 × 10^−7^	5.35 × 10^−5^
*Jun*	891.49	0.188	0.29	40.09	6.94 × 10^−5^	7.18 × 10^−3^
*Rgl1*	43.30	0.186	0.21	39.80	7.76 × 10^−5^	7.68 × 10^−3^
*Maml3*	210.80	0.171	0.25	48.21	2.87 × 10^−6^	5.57 × 10^−4^
*Jund*	776.50	0.150	0.24	51.64	7.18 × 10^−7^	1.86 × 10^−4^
*Dlc1*	19.40	0.139	0.33	43.94	1.56 × 10^−5^	2.08 × 10^−3^
*Ank2*	64.41	0.134	0.33	47.34	4.08 × 10^−6^	7.59 × 10^−4^
*Klf12*	69.25	0.128	0.31	40.22	6.62 × 10^−5^	7.00 × 10^−3^
*Tmsb10*	118.80	0.105	0.37	44.61	1.20 × 10^−5^	1.87 × 10^−3^
*Rtn1*	110.34	0.093	0.46	87.06	1.83 × 10^−13^	4.25 × 10^−10^
*Nav2*	245.82	0.086	0.39	80.57	3.21 × 10^−12^	4.98 × 10^−9^
*Chd7*	72.15	0.078	0.20	45.32	9.10 × 10^−6^	1.46 × 10^−3^
*Peli2*	44.37	0.068	0.25	56.00	1.19 × 10^−7^	5.35 × 10^−5^
*Ckb*	219.35	0.065	0.17	55.52	1.46 × 10^−7^	5.67 × 10^−5^
*Sumo2*	138.34	0.048	0.14	41.08	4.75 × 10^−5^	5.39 × 10^−3^
*Dock4*	210.90	0.014	0.17	40.43	6.09 × 10^−5^	6.59 × 10^−3^
**(b)**						
**Gene**	**baseMean**	**log2FC**	**lfcSE**	**Stat**	***p*-Value**	**Padj**
*Gramd1b*	14.90	−1.315	0.49	44.12	1.45 × 10^−5^	1.99 × 10^−3^
*Kif1b*	38.76	−0.409	0.26	45.89	7.26 × 10^−6^	1.30 × 10^−3^
*Mecp2*	18.33	−0.348	0.31	45.57	8.23 × 10^−6^	1.37 × 10^−3^
*Apc*	65.68	−0.340	0.25	39.49	8.73 × 10^−5^	8.13 × 10^−3^
*Ptprs*	30.31	−0.269	0.36	54.00	2.73 × 10^−7^	9.09 × 10^−5^
*Rfx7*	21.30	−0.261	0.31	39.55	8.53 × 10^−5^	8.10 × 10^−3^
*Nav3*	414.56	−0.213	0.32	48.69	2.37 × 10^−6^	5.01 × 10^−4^
*Tcf4*	224.37	−0.200	0.25	74.41	4.76 × 10^−11^	5.54 × 10^−8^
*Ttc3*	63.26	−0.200	0.27	42.15	3.14 × 10^−5^	3.75 × 10^−3^
*Ppp3ca*	133.77	−0.199	0.15	44.22	1.40 × 10^−5^	1.98 × 10^−3^
*Tnik*	26.99	−0.149	0.94	45.56	8.27 × 10^−6^	1.37 × 10^−3^
*Spag9*	84.88	−0.131	0.20	54.55	2.18 × 10^−7^	7.81 × 10^−5^
*Pld1*	35.21	−0.121	0.20	40.65	5.60 × 10^−5^	6.20 × 10^−3^
*Arsb*	446.82	−0.104	0.12	39.69	8.10 × 10^−5^	7.85 × 10^−3^
*Meis1*	30.00	−0.097	0.54	55.87	1.26 × 10^−7^	5.35 × 10^−5^
*Basp1*	376.98	−0.094	0.14	129.34	8.39 × 10^−22^	3.90 × 10^−18^
*Ssh2*	174.40	−0.091	0.19	42.30	2.96 × 10^−5^	3.63 × 10^−3^
*Ddah2*	51.16	−0.066	0.28	42.97	2.29 × 10^−5^	2.96 × 10^−3^
*Celf2*	241.00	−0.064	0.39	71.32	1.82 × 10^−10^	1.41 × 10^−7^
*Hsp90ab1*	360.71	−0.060	0.10	68.87	5.20 × 10^−10^	3.02 × 10^−7^
*Zbtb20*	141.23	−0.057	0.28	53.38	3.52 × 10^−7^	1.09 × 10^−4^
*Marcks*	664.14	−0.052	0.09	42.31	2.95 × 10^−5^	3.63 × 10^−3^
*Fosb*	120.36	−0.033	0.31	52.02	6.16 × 10^−7^	1.69 × 10^−4^

## Data Availability

RNA-seq data are available in NCBI Geo, accession number GSE275713. All other data are available upon request.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/cells13181551/s1, File S1: Cell-type gene markers, File S2: Microglia subcluster differentiating genes, Figure S1: Additional neonatal data, Figure S2: Additional adult data, Figure S3: Microglia bulk RNAseq P14, Figure S4: Bulk RNAseq data (P7) multidimensional scaling plot; Figure S5: Microglia ReviGO Analysis, Figure S6: Macrophage RE Microglia Downregulated GSEA Analysis P7, Table S1: Microglia downregulated GSEA analysis P7.

How the deposited data were processed for this re-analysis (not part of the article)

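Bulk RNA sequencing data of CD11b+ cells from mouse brain were analysed, 22 libraries from 20 animals in all. There were 4 HIE and 4 control pups for P7 and 4 HIE, 4 control and 4 hypoxia animals for P14, where 2 of the HIE animals had 2 libraries each. The paper does not describe the hypoxia group, and it enters no comparison beside the paper's text. The behavioural, MRI and single-cell RNA sequencing experiments of the paper were not analysed here.

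The authors enriched CD11b+ cells on magnetic beads, prepared libraries from total RNA after removal of ribosomal RNA, and sequenced them with a kit of 300 cycles. They mapped the reads to GRCm39 with Sentieon's version of STAR, estimated expected counts per gene with RSEM, and deposited these expected counts without scaling for library size. In each library 84.2 to 88.0% of the values were whole numbers. RSEM divides reads that match several genes, so the counts of near-identical genes, such as the Cwc22 family and the Rps3a pseudogenes, depend on that division and are uncertain. The expected counts were rounded to whole numbers before any test. The files list 56691 genes by Ensembl identifier, of which 56017 matched GENCODE release M39 and 674 did not. Gene symbols, classes and positions were taken from that annotation of GRCm39.

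Groups were taken from the sample labels and the paper. The day labels of the P7 controls, P8 to P11, differ from the paper's, and the paper's day was used. Libraries that carry the same animal name were summed. Groups, tests, gene lists, the rule for naming genes and the first set of alternatives were fixed before the data were examined. Genes named in the text were drawn from the heatmap in Figure 4A, from the lists and from each comparison. In the lists these were the 3 largest and 3 smallest log2 fold changes past an adjusted p-value of 0.05. Where none passed, they were the genes with the highest mean CPM. In each comparison they came from the 5 genes with the smallest adjusted p-values in each direction, not all of which are named. Outside this rule, Acer2, Cwc22rt4, Cwc22rt5 and Cwc22rt7 are named as further genes that the quasi-likelihood test called on P7.

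The main test was the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with the package's default fit, TMM normalization, the package's filter on low counts and Benjamini-Hochberg adjustment. DESeq2 1.42.0 was run with its defaults on the same genes, and a gene counted as called by both tools when both adjusted p-values were under 0.05. Settings other than these defaults had been used in a first run, namely the bias-adjusted fit of edgeR 4 and an independent filter of DESeq2 tuned to 0.05. They were replaced by the defaults, which the design called for, after their counts had been seen, and are among the added alternatives. The paper names edgeR and DESeq2 with other versions, and its text does not name the type of edgeR test, the filter or covariates. Its methods speak of a union of the tools and its results of genes found by both.

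Log2 CPM values used a prior count of 2. A list's score in an animal was the mean log2 CPM over its genes, compared between groups by an exact two-sided permutation test over 70 relabellings of 4 animals against 4, whose smallest p-value is 0.0286. Gene sets were tested with fgsea 1.28.0 on DESeq2's log2 fold changes, with set sizes from 5 to 2000 and 10000 permutations for the first estimate, and with camera of limma 3.58.1. The theme lists were written by hand, 30 genes for each of 11 themes of Figure 4, because the hallmark collection was not used here. Another 15 sets came from Reactome. Marker lists for cell types came from Supplemental File S1 where it gives them.

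Each procedure was first tested on simulated counts with the real means, library sizes and group sizes. Counts were drawn independently, with the same variability of a gene in both groups and no litter effect. The real P7 controls differed by litter and varied more than the HIE pups, so the rates below need not hold for the real data. In the simulation, 200 genes changed by a log2 fold change of 2. On P7 the quasi-likelihood test recovered 126 of these genes (63.0%) and called 6 unchanged genes among 132 calls, DESeq2 recovered 172 (86.0%) with 100 unchanged genes among 272 calls, and the exact test recovered 170 (85.0%) with 66 among 236. On P14 the quasi-likelihood test recovered 176 (88.0%) with 11 unchanged genes among 187 calls, DESeq2 186 (93.0%) with 40 among 226, and the exact test 186 with 35 among 221.

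Depth per sample is given as total counts at the start of each day's results, and 3 counts were taken as the smallest level that can be told from 0. A fold change against a group at or below this level was not given. Alternatives covered the normalization, the filter on low counts, the test, the combination of tools, the sex labels, gene classes, the handling of repeated libraries, name prefixes, the ranking and test for gene sets, and leaving out each animal in turn. Those added after seeing the data were the separate use of each control litter, litter as a block in the sex comparisons (each litter there holds 1 animal of each sex label), the microglia-marker score as a covariate or subtracted from list scores, list scores scaled by library size only or compared within name prefixes, and the settings of the first run.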

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

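The tests of the sex label of N5-3, of a wrong label for P6H55-12, of its X chromosome dose within its litter, and of litter variation in Siglece and in Rps3a2 and Rps3a3 were chosen only after the result was seen; the other tests in this part were chosen before. Values far from the rest of their group were looked for in 95 groups of 4 to 10 animals, and 6 were found, where 4.8 would be expected by chance.

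In the P14 HIE group, Cwc22 had a log2 CPM of 9.17 in P6H12-14F and 4.76 to 5.09 in the other animals. A variant in copy number or expression that segregates in the outbred CF-1 strain could give such a value, since litters of the same P14 treatment differed by up to 4.09 log2 units (9.00 in P6H7 and 4.91 in P6H9, both in the hypoxia group). Rps3a2 and Rps3a3 each spanned at least 5.61 log2 units within 1 P14 group, and Siglece spanned 5.93, from -2.04 to 3.88 in the HIE animals. These genes are among those the quasi-likelihood test called on P7, so litter or strain variation may account for their difference between the P7 groups, whose litters are separate. Reads shared between near-identical copies may add to the spread of Cwc22, Rps3a2 and Rps3a3, which was not tested. A biological effect of HIE on these genes cannot be told apart from variation between litters.

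The library labelled male N5-3, an HIE pup, stood apart in Xist, with a log2 CPM of 11.24 against -2.86 to -2.10 in the other P7 HIE pups. A mixture of male and female cells is unlikely, since its Y-chromosome CPM was 0.012% of that in the other P7 libraries labelled male. Its Xist level of 2240 CPM lay within the range of libraries labelled female, 1260 to 2330 CPM, in line with a mislabelled sample. No biological explanation was tested.

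Among the P7 controls, Xist stood apart in the library labelled female P6H63-8, with a log2 CPM of 10.42 against -2.34 to -0.29 in the others. The reason is that the other library labelled female, P6H55-12, lacked Xist, which was 0.24 CPM there. Its CPM of Y-chromosome genes was 0, so an exchange with a male animal is unlikely. A single X chromosome could give this pattern. The mean log2 CPM of 4 genes that escape X inactivation was 7.40, below the P7 libraries with Xist (7.61 to 8.07) and within the range of those with Y-chromosome expression (7.07 to 7.67). These ranges overlap, so across litters this measure cannot decide. Within litters, the animal labelled female was above the one labelled male by 0.37 to 0.55 in the 7 other litters with 1 of each, whereas P6H55-12 differed from its littermate by -0.064, in line with a single X chromosome. This remains a hypothesis from 1 animal.

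The score of the PI3K/AKT/mTOR list in the P14 hypoxia group was 6.11 in P6H9-14M and 6.25 to 6.27 in the others. The astrocyte score in the same group was 5.02 in P6H7-16M and 5.70 to 5.77 in the others. The G2M score on P7 was 5.64 in the HIE pup N8-3 and 5.80 to 5.81 in the others. No explanation was tested for these values, and the number of such values is near the number expected by chance.

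The effect of HIE differed between P7 and P14 in 1 gene, Vps37b, with a log2 fold change of 0.49 on P7 (edgeR adjusted p = 0.156) and -1.36 on P14 (edgeR adjusted p = 0.0172). Of 100 random relabellings within each day, the real labels included, 20 gave at least as many genes, so this count may arise by chance. The highest count among the other relabellings was 4.

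The P14 hypoxia group, which the paper does not describe, differed from the controls in 2 genes. Of the 35 splits of these animals into 4 and 4, 7 gave as many genes. Besides the real one these were both other divisions of the litters (4 and 9 genes), the split by sex label (5 genes) and 3 splits across litters (2 to 3 genes), so chance or litter could give this count. The genes were Ahcyl, at 6.85 ± 1.71 CPM (SD, n = 4) in hypoxia animals and 0.306 ± 0.103 CPM (SD, n = 4) in controls (log2 fold change 4.47, SE 0.306, edgeR adjusted p = 0.00162), and Gm7240, at 1.71 ± 0.413 CPM in hypoxia animals. Control animals had 0 to 2 counts of Gm7240, at or under the floor of 3 counts, and no fold change is given (edgeR adjusted p = 0.0188). In the HIE animals Ahcyl was 8.25 ± 6.54 CPM and Gm7240 0.352 ± 0.645 CPM, so both varied within a group. The litters of the hypoxia animals, P6H7 and P6H9, are not those of the controls, and a litter difference cannot be told apart from an effect of hypoxia.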

How the results depend on the processing

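Alternatives that split the controls by litter, use litter as a block for the sex label, compare scores within name prefixes, use the microglia-marker score, scale list scores by library size only, or belong to the settings of a first run were chosen only after the result was seen and are called added here. For each result that moved, the cause was not tested.

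On P7 edgeR's quasi-likelihood test called 15 genes, 33.3% of them higher in HIE. The count was 11 to 15 with DESeq2's size factors, no filter on low counts, library size only or a minimum mean CPM of 1. It also lay in this range with animals labelled male only, the sex label as a covariate, or without predicted genes and pseudogenes recognised by name. That last setting removed Gm, Rik and -ps names and kept the pseudogenes Rps3a2 and Rps3a3. With the added bias-adjusted fit and microglia-marker covariate the count was 16 and 19. Of the 13 genes called in animals labelled male only, 11 were among the 15. Other tests gave more, namely 3024 genes with DESeq2 (32.2% higher), 1311 with the exact test (13.1% higher), 1449 with the likelihood ratio test and 3073 with DESeq2 tuned to 0.05 (added). Called by both tools were 15 genes, and the alternatives gave 3024 for the union, 1291 with the exact test (13.2% higher), 1426 with the likelihood ratio test and 1263 with the exact test and tuned DESeq2 (added). With the P6H55 controls only (added) 26 genes were called, with or without DESeq2, and with the P6H63 controls only (added) 13904, or 13571 with DESeq2. Across the fits that each left out 1 animal, the count ran from 10 to 5588, or from 10 to 5585 with DESeq2, with the highest value without P6H55-7.

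On P14 the quasi-likelihood test called 1 gene. It called 3 without the filter, 2 with the name prefix as a covariate and 212 with each library entered separately, while DESeq2 called 490, the exact test 236, the likelihood ratio test 236 and tuned DESeq2 (added) 509. For both tools, in the same order, the counts were 3, 2 and 210, then 490 for the union, 225 with the exact test, 225 with the likelihood ratio test and 220 with the exact test and tuned DESeq2 (added). Leaving out 1 animal at a time gave 0 to 6 genes, with or without DESeq2. Where the count was 0, between 1810 and 2255 genes had an unadjusted p-value under 0.05.

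The 2 genes between hypoxia and control animals became 164 with DESeq2, 5 with the bias-adjusted fit (added), 0 with the P6H controls only (1201 of 22026 genes at an unadjusted p-value under 0.05), and 1 to 7 with 1 animal left out. The 2 genes between HIE and hypoxia animals became 15 with DESeq2, 5 without the filter, 4 with libraries entered separately, and 1 to 3 with 1 animal left out. For the sex label on P7, DESeq2 called 11 genes and edgeR with litter as a block (added) 4, against 0 (63 unadjusted) in edgeR without the block. On P14, 12 genes were called by DESeq2 and 137 without the filter, against 5, and the litter block (added) called the same 5. The interaction of sex label and treatment gave 104 genes without the filter, against 0 (236 unadjusted) and 0 with the litter block (641 unadjusted). For the difference between the days, DESeq2 called 673 genes against 1, and leaving out 1 animal gave 0 to 1200, where fits with 0 had 2391 to 3533 genes at an unadjusted p-value under 0.05.

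All 11 theme lists passed fgsea on P7, as did 11 of 15 Reactome sets, and camera called 0 of each (0 unadjusted). In the other settings run, 8 to 11 lists passed on P7. On P14, the 2 lists became 5 with the filter on low counts, 8 with the ranking by Wald statistic, 0 with camera (0 unadjusted) and 0 with the ranking by edgeR's log2 fold change (3 unadjusted). With 1 animal left out there were 0 to 3 lists, and fits with 0 had 2 or 3 lists at an unadjusted p-value under 0.05. The 3 Reactome sets on P14 became 6 with the filter, 10 with the Wald statistic and 0 with camera (1 unadjusted).

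List scores separated the P7 groups for 4 of 11 lists, where chance gives a share of 0.0286 per list. With the P6H63 controls only (added) 11 lists separated them, and with 1 animal left out 4 to 10. On P14 the scores separated the groups for 1 list, for 2 when animals were compared within each name prefix (added), where chance gives 0.0556 per list, and for 0 with the median in place of the mean or with library size only (added), where 0 lists had an unadjusted exact p-value under 0.05. With the median, the P14 differences turned to 0.051 for interferon-gamma, -0.017 for complement and -0.093 for apoptosis. Library size only (added) turned the P7 differences of MYC and E2F targets to -0.086 and -0.03 and the P14 differences of IL6/JAK/STAT3 and apoptosis to -0.016 and -0.03. It also moved the median log2 fold change of all tested P7 genes from -0.08 with TMM to -0.29. Subtracting the microglia-marker score (added) turned all 11 P7 differences negative, since the marker score itself differed by 1.83, more than any list, to -0.50 for TNF and NF-κB, -1.29 for interferon-alpha, -1.08 for interferon-gamma, -0.95 for IL6/JAK/STAT3, -0.52 for the inflammatory response, -1.02 for complement, -1.69 for MYC, -1.64 for E2F, -1.57 for G2M, -1.52 for PI3K/AKT/mTOR and -1.36 for apoptosis.

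Of the 42 genes of Figure 4A, the quasi-likelihood test called 6, DESeq2 42, and fits with 1 animal left out 4 to 34. Over the single genes and lists, 225 values under other settings were compared. Of these, 164 kept the direction and side of the threshold, 5 were weaker and 38 stronger (36 of them genes of Figure 4A under DESeq2). The other 18 are the reversed ones given above. Scores against 1 control litter, which 4 animals against 2 cannot test, counted as the same when the shift was under 1 SD. The gap between the control litters also widens the SD, so this rule cannot show stability. All 11 scores met it for each litter, although the TNF and NF-κB difference fell from 1.33 to 0.43 against the P6H55 controls. With 1 animal left out, 440 of 512 values stayed on the same side in the same direction, 33 were weaker, 34 stronger (28 of them genes of Figure 4A without P6H55-7) and 5 reversed. The reversed values belong to P14 score differences near 0, which ran from -0.065 to 0.052 for interferon-gamma, from -0.034 to 0.099 for IL6/JAK/STAT3 and from -0.014 to 0.056 for apoptosis. Depth limits the genes near the floor of 3 counts, for which no fold change is given.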

Differences from the paper's values

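For P7, the paper reports 1335 genes called by both edgeR and DESeq2, and the value here was 15. The paper's counts of upregulated and downregulated genes were 157 and 1178, and those here were 5 and 10. Among the alternatives set before the data were examined, edgeR's exact test in place of the quasi-likelihood test gave 1291 genes, 170 higher and 1121 lower, and edgeR's likelihood ratio test gave 1426, 184 higher and 1242 lower, each within 1.5 times the paper's values. The others did not come that close. These were DESeq2's size factors, no filter on low counts, and the union of both tools (3024 genes, 974 higher and 2050 lower). They also included library size only, a minimum mean CPM of 1, animals labelled male only and sex label as a covariate. The last were leaving out genes with the names of predicted genes or pseudogenes, and leaving out any 1 animal. The exact test combined with DESeq2 tuned to 0.05, an alternative chosen after seeing the values, gave 1263 genes, 167 higher and 1096 lower.

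For P14, the paper reports 215 genes called by both tools, and the value here was 1. Of the alternatives set before the data were examined, the exact test gave 225, the likelihood ratio test 225, and each library entered separately 210, all within 1.5 times the paper's value. DESeq2's size factors, no filter on low counts, the union of both tools (490), 1 library per animal, the name prefix or sex label as a covariate, and leaving out any 1 animal did not. The exact test combined with DESeq2 tuned to 0.05, chosen after seeing the values, gave 220.

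The paper states that the genes of Figure 4A were called by both tools. Of the 42 matched genes, edgeR's quasi-likelihood test called 6 and not the other 36, such as Ptgds, Itgax, Clec7a and Pdcd1. DESeq2 called all 42, edgeR's exact test called 32, and the quasi-likelihood test called 34 when the control P6H55-7 was left out.

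The paper states that no gene sets differed on P14. With fgsea on other lists than the paper's, 2 of 11 theme lists and 3 of 15 Reactome sets had an adjusted p-value under 0.05. Settings that gave 0 were camera for the lists and the sets (unadjusted, 0 lists and 1 set passed 0.05), and for the lists also the ranking by edgeR's log2 fold change (3 unadjusted) and some fits with 1 animal left out (2 or 3 unadjusted).

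The paper states that no sex differences were found. On P14, 5 genes differed between animals labelled male and female, all of them Y-chromosome genes or Xist. Between P7 controls edgeR's quasi-likelihood test called 0 genes (63 unadjusted), and since even Ddx3y, Eif2s3y, Kdm5d and Uty on the Y chromosome had an adjusted p-value of 1 there, this count says little about sex differences. DESeq2 called 11 genes, and edgeR with litter as a block, an alternative chosen after seeing the values, called these 4 Y-chromosome genes.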

Other observations

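The tests of the microglial share of RNA, library size, large genes, GC content, litter splits on P7, variation of the called genes on P14 and the pineal scores with group means subtracted were chosen only after the result was seen, and the others before.

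Of the 35 splits of the 8 P7 animals into 4 and 4, 1, the real one, gave as many as 15 genes in edgeR's quasi-likelihood test, and no other gave more than 5. For the exact test, 1 of 35 splits, again the real one, gave as many as 1311, and no other more than 78. For theme lists ranked by edgeR's log2 fold change, 2 of 35 splits gave as many as 11. Total counts did not separate the groups (exact permutation test, p = 0.743), nor did the share of counts in the 10 largest genes (exact permutation test, p = 0.714). GC content and length correlated little with the log2 fold change across genes (Spearman's rho -0.074 and 0.0256 over 22374 of 22517 genes), and genes are not independent replicates. If the controls were older than P7, as their labels say, the slope over the labelled days should have stood out. Across genes, the labelled slope had a correlation of -0.666 with control minus HIE, where an age effect predicts a positive sign. Of the 24 orders of the 4 controls, 20 gave a correlation at least as high, counted with its sign. The labelled order thus lay toward the negative end, opposite to the prediction. The labelled days follow the litters, P8 and P9 in P6H63 and P10 and P11 in P6H55, so this measures litter as much as age, and an age difference cannot be told apart. Among animals labelled male only, 11 of the 15 genes were called again, all 15 had the same direction, and 0 of them lie on the X or Y chromosome, so the females among the controls do not account for these genes. The library labelled male N5-3, which expresses Xist, is part of this comparison. Of the 4 controls, 3 had neuron, astrocyte and oligodendrocyte scores above those of all HIE pups, and all 4 had such choroid plexus and endothelial scores. All 7 choroid plexus and all 7 endothelial markers were lower in HIE pups. The exact test called 7 and 5 of them, DESeq2 7 and 6, and the quasi-likelihood test 0. Markers of other cells are thus among the genes that the exact test and DESeq2 called lower. For other called genes, a contribution of RNA from other cells may exist and cannot be excluded. Of the 3 ways to divide the 4 litters into 2 and 2, 1, the real one, gave as many genes, which 3 splits cannot tell apart from chance. Because litters are nested in treatment, an effect of HIE on P7 cannot be told apart from a difference between litters. The real P7 split is also the split by the start of the name, N against P6H. No split of these animals can therefore tell treatment apart from whatever that part of the name marks.

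Variation between animals in the called genes was examined on P14, since a variant segregating in the strain would also appear there. Of the 15 genes called on P7, 11 spanned at least 2 log2 units within 1 P14 group. Random gene sets with matched expression had a median of 2 such genes, and none of 10000 sets had as many, the highest being 9 (permutation p = 1e-04, the smallest that this number of sets can give). With copies of a gene family counted once, it was 4 of 8 families against a random median of 1, a share of 0.019. A candidate explanation for part of the list is therefore variation between animals, such as a variant segregating in the strain, and not HIE. The ranges were taken between animals, littermates included, so they do not show whether this variation lies between litters or is heritable. Slpi, Acer2, Ly6e and Klf10 did not reach a range of 2 log2 units, with 1.42, 1.90, 1.13 and 0.64.

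The theme list scores on P7 may follow the share of microglial RNA in the P6H63 controls. For 8 of the 11 lists, the difference from the P6H55 controls was 0.099 to 0.283 times that from the P6H63 controls, and for the other lists 0.532 to 0.748 times, compared with 0.102 times for the microglia markers. If genes of the lists changed beyond this share, scores minus the microglia-marker score should have been higher in every HIE pup than in every control, which held for 0 of 11 lists. The marker score differed by 1.83 between the groups and the lists by at most 1.33, so the subtraction could not have come out otherwise and says nothing for or against such a change. Relative to the P6H55 controls, the differences of the TNF and NF-κB list (0.43) and the interferon-alpha list (0.47) were larger than that of the markers (0.34). The question remains open whether HIE changes these genes within microglia.

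Pineal and photoreceptor genes form part of the genes higher in controls in Figure 4A, among them Crx. Their score was -2.94 ± 1.44 (SD, n = 4) in HIE pups and 0.26 ± 1.53 (SD, n = 4) in controls. Pineal markers outside Figure 4A rose and fell with them over the 8 P7 animals (Pearson's r 0.959, exact permutation p = 0.000248, Spearman's rho 0.905, exact permutation p = 0.00456), and r was 0.922 without the 2 animals farthest from the median. With each group's mean subtracted, the relation remained over the 8 animals (Pearson's r 0.898, exact permutation within groups p = 0.0122, Spearman's rho 0.905, exact permutation p = 0.0208), and r was 0.858 without the 2 animals farthest from the median. This was the only pair of scores correlated, so no adjustment applies. Carry-over of pineal tissue into some preparations could explain this, and would widen the spread within the controls. The SD was 1.53 in controls and 1.44 in HIE pups for the genes of Figure 4A, and 0.574 and 0.218 for the markers outside it, so carry-over cannot be told apart from a group difference.

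On P14, 8 of the 35 splits gave as many genes as the real one in the quasi-likelihood test, and 3 of 35 did in the exact test. The highest counts belong to known groupings, 6 genes to the split by sex label in the quasi-likelihood test and 1438 to the split by name prefix in the exact test. Of the other splits that gave as many, those in the quasi-likelihood test had 1 to 3 genes and the one in the exact test 268. Of the 3 ways to divide the litters, 2 gave as many genes, so a litter difference could give the P14 count. For theme lists ranked by edgeR's log2 fold change the real split gave 0 (3 unadjusted), so all 35 splits gave as many by necessity and the comparison carries no information. Vps37b and Abcb9, the genes with the smallest adjusted p-values on P14, lie next to each other on chromosome 5, and their log2 fold changes were -1.36 and -1.30. Chosen after its values were seen, this pair was not tested further.

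The genes higher in HIE pups in Figure 4A were also higher in HIE animals on P14, with a score of 1.57 ± 0.16 (SD, n = 4) against 1.11 ± 0.23 (SD, n = 4) in controls and every HIE animal above every control (exact permutation test, p = 0.0286, not adjusted for the 2 Figure 4A lists compared). Of 19 such genes tested on P14, 15 had a positive log2 fold change. The genes higher in controls scored -0.44 ± 0.32 in HIE animals and -0.12 ± 0.44 in controls on P14 (exact permutation test, p = 0.257). Neuron markers on P14 were lower in HIE animals, 4.81 ± 0.23 against 5.37 ± 0.23 (exact permutation test, p = 0.0286, adjusted p = 0.429 over 15 marker lists), and lower in 4 of 4 animals.

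HIE animals differed from hypoxia animals on P14 in 2 predicted genes. Gm9118 on chromosome 10 had 0.295 ± 0.116 CPM (SD, n = 4) in HIE animals and 7.52 ± 0.985 CPM (SD, n = 4) in hypoxia animals (log2 fold change -4.71, SE 0.299, edgeR adjusted p = 0.000369), and Gm6477 on the same chromosome 0.206 ± 0.0891 CPM and 1.88 ± 0.282 CPM (log2 fold change -3.19, SE 0.351, edgeR adjusted p = 0.0348). Among the controls they varied, at 6.42 ± 4.78 CPM and 2.14 ± 1.54 CPM. Of 35 splits, 4 gave as many genes. Besides the real one these were both other divisions of the 4 litters into 2 and 2 (10 and 11 genes) and the split by sex label (7 genes), so a litter difference could give this count and cannot be told apart from the treatment. Between animals labelled male and female on P14, 2 of 34 splits gave as many as 5 genes, and the other, with 250, is the split by name prefix. In fgsea on the hypoxia against control ranking of 35488 genes, E2F targets had an NES of 1.87 (adjusted p = 0.00722).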
